# miR-4711-5p regulates cancer stemness and cell cycle progression via KLF5, MDM2 and TFDP1 in colon cancer cells

**DOI:** 10.1038/s41416-020-0758-1

**Published:** 2020-02-18

**Authors:** Yoshihiro Morimoto, Tsunekazu Mizushima, Xin Wu, Daisuke Okuzaki, Yuhki Yokoyama, Akira Inoue, Tsuyoshi Hata, Haruka Hirose, Yamin Qian, Jiaqi Wang, Norikatsu Miyoshi, Hidekazu Takahashi, Naotsugu Haraguchi, Chu Matsuda, Yuichiro Doki, Masaki Mori, Hirofumi Yamamoto

**Keywords:** Drug development, Cancer stem cells

## Abstract

**Background:**

It is important to establish cancer stem cell (CSC)-targeted therapies to eradicate cancer. As it is a CSC marker, we focused on *Kruppel-like factor* 5 (*KLF5*) in this study.

**Methods:**

We searched for candidate microRNAs (miRNAs) that inhibited *KLF5* expression by in silico analyses and screened them in colon cancer cell lines.

**Results:**

We identified one promising miRNA, miR-4711-5p, that downregulated KLF5 expression by direct binding. This miRNA suppressed cell proliferation, migration and invasion ability, as well as stemness, including decreased stem cell marker expression, reactive oxygen species activity and sphere formation ability. MiR-4711-5p inhibited the growth of DLD-1 xenografts in nude mice with no adverse effects. We found that miR-4711-5p provoked G1 arrest, which could be attributed to direct binding of miR-4711-5p to *TFDP1* (a heterodimeric partner of the E2F family). Our findings also suggested that direct binding of miR-4711-5p to *MDM2* could upregulate wild-type p53, leading to strong induction of apoptosis. Finally, we found that miR-4711-5p had a potent tumour-suppressive effect compared with a putative anti-oncomiR, miR-34a, in tumour cell cultures derived from five patients with colorectal cancer.

**Conclusions:**

Our data suggest that miR-4711-5p could be a promising target for CSC therapy.

## Background

Colorectal cancer (CRC) is the third most commonly diagnosed cancer in males and the second most commonly diagnosed cancer in females worldwide.^1^ Great advancements have been made in CRC treatments, including surgery, radiochemotherapy and the development of monoclonal antibodies against vascular endothelial growth factor (VEGF) and epidermal growth factor receptor (EGFR). However, the 5-year survival remains less than 65%.^2,3^

Current evidence suggests that cancer tissues arise from a small sub-population of cells, termed cancer stem cells (CSCs), which reside in a tumour and possess the capacities to self-renew and to generate the heterogeneous lineages of cancer cells that comprise the tumour body.^4,5^ Because CSCs are considered to be responsible for therapeutic tolerance and disease recurrence,^6,7^ it is important to establish CSC-targeted therapies to eradicate cancer.

Kruppel-like factor 5 (KLF5) is a zinc-finger transcription factor of the KLF family. KLF family proteins share homology in their carboxyl-terminal zinc-finger domains, which allow KLFs to bind GC-rich sites in the promoter and enhancer regions of the specific genes they regulate.^8^ KLF family proteins play various roles in the homeostasis and pathogenesis of the cardiovascular and renal systems and in lipid metabolism.^9^ As it is a CSC marker, in this study, we focused on KLF5 because KLF5 has the potential to generate induced pluripotent stem cells and controls the stemness of embryonic stem cells.^10,11^ Furthermore, KLF5 is expressed at higher levels in the crypts, where stem cells reside, than in other areas,^12^ and it is abundantly expressed in cervical cancer and gastrointestinal tract cancers such as colorectal cancer and gastric cancer (Supplementary Fig. S1). KLF5 acts as a core regulator of intestinal oncogenesis, as demonstrated in a genetically manipulated mouse model that exhibits simultaneous oncogenic activation of Wnt/β-catenin signalling and KLF5 deletion, specifically in Lgr5^+^ intestinal stem cells.^13^ Overall, these findings suggest that KLF5 may be an appropriate target in a strategy to eradicate stem-like cells in CRC.

MicroRNAs (miRNAs) are single-stranded noncoding RNAs comprising 20–22 nucleotides. MiRNAs bind to complementary sequences, mainly in the 3ʹ-untranslated regions (3ʹ-UTRs) of target mRNAs and can cause translational repression or facilitate target mRNA cleavage.^14,15^ MiRNA-based therapy is expected to be a successful next-generation treatment, since miRNAs are involved in various biological processes and can simultaneously regulate the expression of multiple target genes.^16^

In the present study, we searched for miRNAs that negatively regulate KLF5 expression. In silico analyses revealed one promising miRNA: miR-4711-5p. This miRNA suppressed CSC properties, possessed various anti-tumour effects against CRC cell lines and CRC cell cultures derived from clinical CRC samples through direct inhibition of KLF5 and MDM2, and provoked G1 arrest via direct inhibition of TFDP1, which forms a heterodimer with E2F1. Moreover, miR-4711-5p was proven to be safe when administered to mice and thus may have the potential to be utilised for CSC-targeted therapy against CRC.

## Methods

### Cell lines and cell culture

We obtained the human colorectal cancer cell lines DLD-1, HCT116 and HT29 from the American Type Culture Collection in 2001. All cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% foetal bovine serum (FBS), 100 U/mL penicillin and 100 mg/mL streptomycin. Cells were cultured at 37 °C in 5% CO_2_. The cell lines were authenticated by morphological inspection, short tandem repeat profiling and mycoplasma testing. Mycoplasma testing was also performed by the authors in 2015.

### Transient transfection of miRNA/plasmid

From Gene Design Inc. (Osaka, Japan), we obtained the following oligonucleotides: mimic-miR-4711-5p, mimic-miR-21-5p, mimic-miR-34a-5p and mimic-miR-negative control. Mimic-miR-152-5p, mimic-miR-153-3p and mimic-miR-448-3p were purchased from Bioneer Corporation (Daejeon, Korea). The sense and antisense sequences of each miRNA are described in Supplementary Table S1A. Cells were transfected with the miRNAs at concentrations of 20–33 nmol/L using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol.

### RNA isolation

Total mRNA or miRNA was extracted using the miRNeasy Kit (Qiagen, Hilden, Germany). Total RNA concentration and purity were assessed using a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### Real-time quantitative PCR analysis of mRNA expression

From 1.0 μg total RNA, complementary DNA was synthesised using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA). PCR was performed with the LightCycler 480 Real-Time PCR system (Roche Diagnostics, Basel, Switzerland), and the specific primers used are summarised in Supplementary Table S1B. Each gene expression value was normalised to the mRNA expression level of GAPDH.

### miRNA expression

miRNA expression was measured using TaqMan miRNA Assays (Applied Biosystems). The reverse transcription reaction was performed with the TaqMan MicroRNA RT Kit (Applied Biosystems) according to the manufacturer’s protocol. Quantitative real-time PCR was performed with the 7900HT Sequence Detection System (Applied Biosystems). Amplification data were normalised to endogenous RNU6B expression. Relative expression was quantified with the ΔΔCt method.

### Cell proliferation assay

Cells were seeded at a density of 3000–5000 cells per well in 96-well plates and cultured for 24–72 h. Cell counting was performed using the Countess Automated Cell Counter (Thermo Fisher Scientific). Cellular proliferation was evaluated with the Cell Counting Kit-8 (Dojindo Molecular Technologies, Inc. Kumamoto, Japan).

### Invasion assay

Cells were seeded in a 6-well plate at a density of 1 × 10^5^ cells per well, incubated overnight, and then transfected with miRNAs. At 24 h after transfection, the cells were reseeded in BD BioCoat Matrigel Invasion Chambers (BD Biosciences, Franklin Lakes, New Jersey, USA). Invading cells were stained with haematoxylin and counted at 48 h after reseeding.

### Wound healing assay

Cells were seeded at a density of 4 × 10^5^ cells per well in an ibidi 2-well Culture Insert (ibidi, Munich, Germany) set in a 24-well plate. At 24 h after seeding, the inserts were removed to create wounds. The wound area was calculated at 0, 24, 48 and 72 h after insert removal.

### Apoptosis assay

Apoptosis was assessed by flow cytometry analyses for Annexin V and PI. At 48 h after transfection, apoptotic cells were stained with the Alexa Fluor 488 Annexin V/Dead Cell Apoptosis Kit (Thermo Fisher Scientific) and assessed by flow cytometry using the SH800Z Cell Sorter (Sony Biotechnology Inc. San Jose, CA, USA). For the TUNEL (TdT-mediated dUTP nick end labelling) assay, formalin-fixed, paraffin-embedded tumours were prepared and sectioned at 4 μm. They were deparaffinised with xylene and then rehydrated in graded alcohols. Apoptotic DNA fragmentation within the cell was visualised with an In Situ Cell Death Detection Kit, Fluorescein (Roche Diagnostics), according to the manufacturer’s protocol. Nuclei were stained using Hoechst 33342 (Thermo Fisher Scientific). The localised green fluorescence of apoptotic cells was analysed with a BZ-X analyser (KEYENCE, Osaka, Japan).

### pmirGLO plasmid vector for luciferase reporter assay

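The 3′-UTRs of KLF5, MDM2 and TFDP1 were located on GRCh37, the build also called hg19, with the GENCODE annotation of that build. KLF5 (ENSG00000102554) lies on chromosome 13 from 73629114 to 73651679 on the forward strand, and its 3′-UTR of 1652 bases lies in exon 4 of 4, from 73650025 to 73651676. MDM2 (ENSG00000135679) lies on chromosome 12 from 69201957 to 69239324 on the forward strand, and its 3′-UTR of 5695 bases lies in exon 11 of 11, from 69233630 to 69239324. TFDP1 (ENSG00000198176) lies on chromosome 13 from 114239036 to 114295788 on the forward strand, and its 3′-UTR of 1206 bases lies in exon 12 of 12, from 114294583 to 114295788. The 3′-UTRs were searched for CTGATGC, which pairs with bases 2 to 8 of miR-4711-5p (a 7mer-m8 site, or an 8mer when an A follows), and for TGATGCA (a 7mer-A1 site). KLF5 had 2 7mer-A1 sites, at bases 916 to 938 (GACAATGTTGCATTTATGATGCA) and 950 to 972 (CAAAACGTTGAATTGATGATGCA) of its 3′-UTR, and 1 7mer-m8 site at bases 1186 to 1208 (AATAGTAATGTGATGCTGATGCT). MDM2 had 1 8mer site, at bases 2315 to 2337 (TATGGAATAAAACTACTGATGCA). TFDP1 had 1 8mer site, at bases 190 to 212 (TTTGATACCAGTGTGCTGATGCA), and 1 7mer-m8 site at bases 362 to 384 (GTGGATGGTGAGCCCCTGATGCC). The primers without their vector tails placed insert 2 of KLF5 at bases 859 to 1064 of the 3′-UTR, the MDM2 insert at bases 2098 to 2534 and the TFDP1 insert at bases 67 to 369. Each range of bases given for a site spans 23 bases and ends at the base opposite the first base of the miRNA. The CTGATGC of the 7mer-m8 site of TFDP1 therefore lay wholly past the end of the insert, which did not hold that match. The forward primer of insert 1 of KLF5 matched from base 1141, and its reverse primer had no match of at least 15 bases in the gene, so the end of that insert was not placed.

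**Figure D1:**
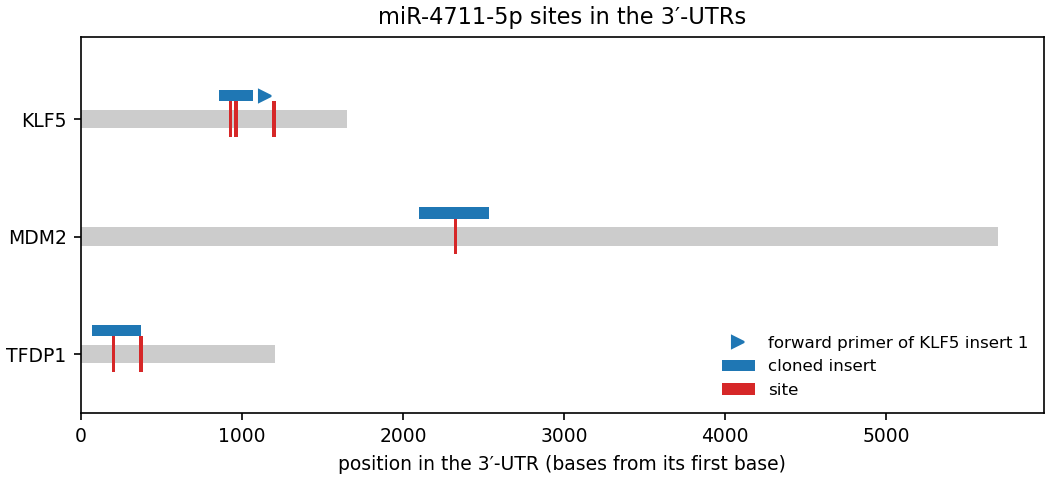
The 3′-UTR of each gene is drawn to scale as a grey bar, with position in bases from its first base on the horizontal axis. Red marks are the 23-base ranges of the sites, each with its match near the right end. Blue bars are the inserts placed by both primers, and the triangle is the forward primer of KLF5 insert 1 at base 1141.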

RT-PCR was performed to amplify parts of the 3′-UTRs of KLF5, MDM2 and TFDP1 mRNA. The primer sequences were as follows: insert 1 of KLF5 (part of the 3ʹ-UTR of KLF5 mRNA; amplified product size, 250 bp), forward 5ʹ-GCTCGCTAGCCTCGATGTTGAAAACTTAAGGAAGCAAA-3ʹ, reverse 5ʹ-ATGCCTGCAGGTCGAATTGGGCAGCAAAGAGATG-3ʹ; insert 2 of KLF5 (another part of the 3ʹ-UTR of KLF5 mRNA; amplified product size, 205 bp), forward 5ʹ-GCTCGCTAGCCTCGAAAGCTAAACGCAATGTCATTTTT-3ʹ, reverse 5ʹ-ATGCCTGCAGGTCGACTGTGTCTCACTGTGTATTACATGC-5ʹ; insert of MDM2 (part of the 3ʹ-UTR of MDM2 mRNA; amplified product size, 469 bp): forward 5ʹ-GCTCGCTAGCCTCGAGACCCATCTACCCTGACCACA-3ʹ, reverse 5ʹ-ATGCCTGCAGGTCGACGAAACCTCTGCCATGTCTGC-5ʹ; and insert of TFDP1 (part of the 3ʹ-UTR of TFDP1 mRNA; amplified product size, 335 bp): forward 5ʹ-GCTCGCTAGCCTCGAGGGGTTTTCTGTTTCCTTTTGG-3ʹ, reverse 5ʹ-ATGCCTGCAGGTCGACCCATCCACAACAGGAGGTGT-3ʹ. The amplified products were subcloned and ligated into the multi-cloning site between Sal I and Xho I in the pmirGLO Dual-Luciferase miRNA Target Expression Vector (Promega) using the In-Fusion HD Cloning Kit (Clontech, Mountain View, CA, USA). The vectors with mismatched 3’-UTR sequences were constructed using the QuikChange Site-Directed Mutagenesis Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s protocol. The sequences of inserts and vectors were confirmed by Sanger sequencing.

### Luciferase reporter assay

Cells were seeded in 96-well plates at a density of 5000 cells per well and were co-transfected with 50 ng pmirGLO plasmid vectors containing each insert and either miR-negative control (5 pmol) or miR-4711-5p (5 pmol). At 24 h after transfection, cells were assayed for both firefly and Renilla luciferase using the Dual-Luciferase Reporter Assay System (Promega). All experiments were conducted in triplicate.

### Western blot analysis

Western blot analyses were performed as previously described.^17^ Whole cells were lysed in RIPA buffer containing phosphatase inhibitor and protease inhibitor cocktail. Antibodies against proteins are listed in Supplementary Table S2.

### Cell cycle assay

For the cell cycle assay, cells were starved and incubated for 2 days without FBS to induce starvation. MiR-negative control or miR-4711-5p was transfected 36 or 24 h before the end of starvation for DLD-1 or HCT116 cells, respectively. At the end of starvation, FBS was added. Cells were fixed in 70% ethanol for 30 min and stored at 4 °C until use. Cells were washed twice with PBS and incubated with RNase (Sigma Aldrich, St. Louis, Missouri, USA) for 20 min at 37 °C and treated with PI (Dojindo Molecular Technologies) for 20 min on ice. The cell suspension was then filtered through a 60 μm Spectra mesh filter and analysed by flow cytometry using the SH800Z Cell Sorter (Sony Biotechnology Inc.). The percentage of cells in different phases of the cell cycle was determined with the FlowJo computer programme version 10.5.3 (BD Biosciences).

### ROS activity assay

Reactive oxygen species (ROS) activity was assessed by flow cytometry analyses. At 24 h after transfection, cells with high ROS activity were stained using the CellROX™ Deep Red Flow Cytometry Assay Kit (Invitrogen) and assessed by flow cytometry using the SH800Z Cell Sorter (Sony Biotechnology Inc.).

### Sphere formation assay

At 24 h after transfection with miR-negative control or miR-4711-5p, single cells were seeded in 96-well ultralow attachment plates (Corning Inc. Corning, NY, USA) at a density of 1000 cells per well. These cells were cultured in DMEM/F-12 serum-free medium supplemented with 20 ng/mL epithelial growth factor, 10 ng/mL fibroblast growth factor-2, and 100 μg/mL penicillin G at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_. At 1 week after seeding, we counted the number of spheres ≥40 µm.

### RNA sequencing

We conducted RNA sequencing as previously described.^18^ The library was prepared using a TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed using the Illumina HiSeq 2500 platform in 75-base single-end mode. Illumina Casava 1.8.2 software was used for base calling, and the sequenced reads were mapped to human reference genome sequences (hg19) using TopHat version 2.0.13 combined with Bowtie2 version 2.2.3 and SAMtools version 0.1.19. We calculated the fragments per kilobase of exon per million mapped fragments (FPKMs) using Cuffnorm version 2.2.1. We identified a series of genes that were enhanced (>2.0-fold) or reduced (<2.0-fold) for further gene expression analysis. The raw data were deposited in the NCBI Gene Expression Omnibus database under GEO accession number GSE134442. We identified enhanced or suppressed pathways using Qiagen’s Ingenuity Pathway Analysis (IPA; Qiagen Redwood City, www.qiagen.com/ingenuity) with the default settings.

### In vivo tumour growth

The efficiency and safety of miR-4711-5p were assessed in vivo using a tumour xenograft mouse model, as previously described.^19,20^ Cells were mixed with Matrigel (BD Biosciences) and medium at a 1:1 ratio (vol:vol). Approximately 2.5 × 10^6^ cells in 100 μL medium/Matrigel solution were subcutaneously injected into both sides of the lower back regions of 8-week-old female nude mice (NIHON CLEA, Tokyo, Japan). The mice were divided randomly into a parent group (*n* = 4), a negative control group (*n* = 5) and an miR-4711-5p group (*n* = 5) for evaluation of anti-tumour growth effects and safety. Another set of mice were divided randomly into a negative control group (*n* = 3) and an miR-4711-5p group (*n* = 3) to assess the in vivo uptake of miR-4711-5p and its effects on the inhibition of target molecules and the induction of apoptosis. After tumour volumes reached 80 mm^3^, we intravenously administered formulated miRNA with super carbonate apatite (sCA) as the vehicle via the tail vein at a dose of 40 μg per injection.^19,21^ Mice were treated six times with formulated miR-negative control or miR-4711-5p over 2 weeks in the first experiment and treated three consecutive days in the second experiment. Tumour volumes were determined as previously described.^19–22^ The animal facility was SPF and was kept at 20–24 °C. The dark/light cycle was 12/12 h, and cages were plastic, with the maximum number of companions being five adults/cage. All animals could access food and water ad libitum, and food was sterilised. The bedding material had high adsorbing power without dust and was changed every week. At the end of the experiments, all mice were killed by cervical dislocation performed by well-trained individuals. Environmental enrichment was performed with sterile materials. All animal experiments were performed in accordance with currently prescribed guidelines, including the Animal (Scientific Procedures) Act 1986, and following a protocol approved by Osaka University.

### CRC cell cultures from surgically resected clinical samples

We established a spheroid library cultured from surgical specimens resected from patients with CRC at our institute according to a previously reported protocol.^23^ Written informed consent was obtained from all patients, in accordance with the guidelines approved by the Institutional Research Board. This study was conducted under the supervision of the Ethics Board of Osaka University Hospital. For the cell viability test, spheroids were dissociated into single cells by incubation with trypLE express (Invitrogen) for 30 min at 37 °C. Single CRC cells were seeded at a density of 4000 cells per well in 96-well plates. Cell viability was assessed 72 h after transfection of miRNAs.

### Bioinformatics

We used TargetScan (http://www.targetscan.org/) and miRBase (http://www.mirbase.org/) to extract candidate miRNAs targeting KLF5 via the Ingenuity Pathway Analysis MicroRNA Target Filter.

### Statistical analysis

Each experiment was repeated three times. Data are expressed as the mean ± SD. Mean values were compared using Student’s *t*-test. The expression levels of miRNAs in normal colon mucosa and colorectal cancer tissues were analysed using the Wilcoxon signed-rank test. In vivo tumour growth was analysed with one-way ANOVA for repeated measures. Discrete variables were assessed with Fisher’s exact test. *P* values of <0.05 were considered statistically significant. Statistical analyses were performed using JMP Pro 14.0 (SAS Institute, Cary, North Carolina, USA).

## Results

### Screening for candidate miRNAs

As a result of in silico analyses by means of miRBase and TargetScan, we identified 41 candidate miRNAs that regulate KLF5 expression. We selected only candidate miRNAs that regulate genes related to at least one of the following three pathways: Wnt/β-catenin signalling, Wnt/Ca^2+^ signalling, and Notch signalling. Of the 44 eligible miRNAs, three were excluded because they were already under assessment at our institute (Supplementary Fig. S2). These candidate miRNAs were transfected into DLD-1, HCT116 and HT29 colon cancer cell lines. The results indicated that miR-4711-5p markedly suppressed cell viability in the three cell lines (Fig. 1a).

**Fig. 1:**
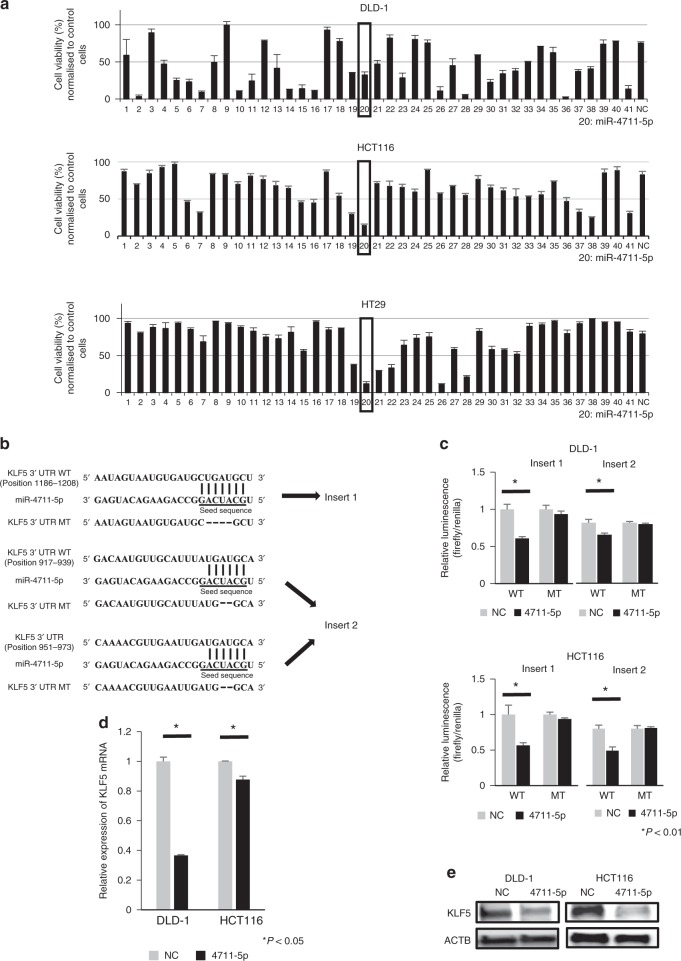
Identification of the KLF5-targeting miRNA miR-4711-5p. **a** Candidate miRNAs were screened by assessing cell viability at 72 h after transfection in CRC cell lines. In three cell lines, miR-4711-5p remarkably suppressed cell viability. Parent cells were used as the control for normalisation. **b** Schematic illustration showing that KLF5 possesses three putative miR-4711-5p binding sites in its 3ʹ-UTR (WT). Four nucleotides in insert 1 and two nucleotides in insert 2 were deleted in the KLF5-mutant plasmids (MT). **c** In CRC cell lines, miR-4711-5p transfection significantly suppressed the luciferase activities of the two reporter plasmids containing three putative miR-4711-5p binding sites in the wild KLF5 3’-UTR (*P* < 0.01) but did not suppress those of KLF5-mutant reporter plasmids. **d**, **e** Real-time quantitative PCR and western blot analyses revealed that miR-4711-5p suppressed KLF5 expression at the mRNA and protein levels (*P* < 0.01). All data represent the mean ± SD.

### KLF5 is a direct target of miR-4711-5p

In silico analysis showed that KLF5 has three putative miR-4711-5p binding sites in its 3ʹ-UTR (Fig. 1b). Therefore, we constructed two reporter plasmids containing the three putative miR-4711-5p binding sites in the KLF5 3ʹ-UTR. A luciferase reporter assay revealed that miR-4711-5p bound to wild insert 1 and insert 2 and suppressed luciferase activity in DLD-1 and HCT116 cells, whereas a reduction was not observed when plasmids with mismatch sequences were transfected into both cell lines (Fig. 1c). We confirmed that miR-4711-5p suppressed KLF5 expression at the mRNA and protein levels (Fig. 1d, e). These results indicate that KLF5 is a direct target of miR-4711-5p.

### Expression of miR-4711-5p in clinical CRC samples and normal mucosa

When we assessed the expression level of miR-4711-5p in clinical CRC samples from 142 patients, no significant difference was noted between the high and low miR-4711-5p expression groups with regard to overall survival and disease-free survival or the relationship to clinicopathological parameters (Supplementary Fig. S3A, Supplementary Table S3). MiR-4711-5p expression was not significantly different between paired normal mucosa and CRC tissues (*n* = 29) (Supplementary Fig. S3B).

### MiR-4711-5p exhibits anti-tumour effects

MiR-4711-5p significantly suppressed proliferation, migration and invasion abilities in DLD-1 and HCT116 cells compared with the miR-negative control (Fig. 2a–c). We also found that at 48 h after transfection, miR-4711-5p induced a higher rate of apoptosis than the miR-negative control, especially in HCT116 cells (Fig. 2d). Western blotting revealed that miR-4711-5p led to suppression of the anti-apoptotic protein survivin and increased expression of cleaved caspase 3 in both cell lines. Cleaved PARP expression was increased in HCT116 cells treated with miR-4711-5p (Fig. 2e).

**Fig. 2:**
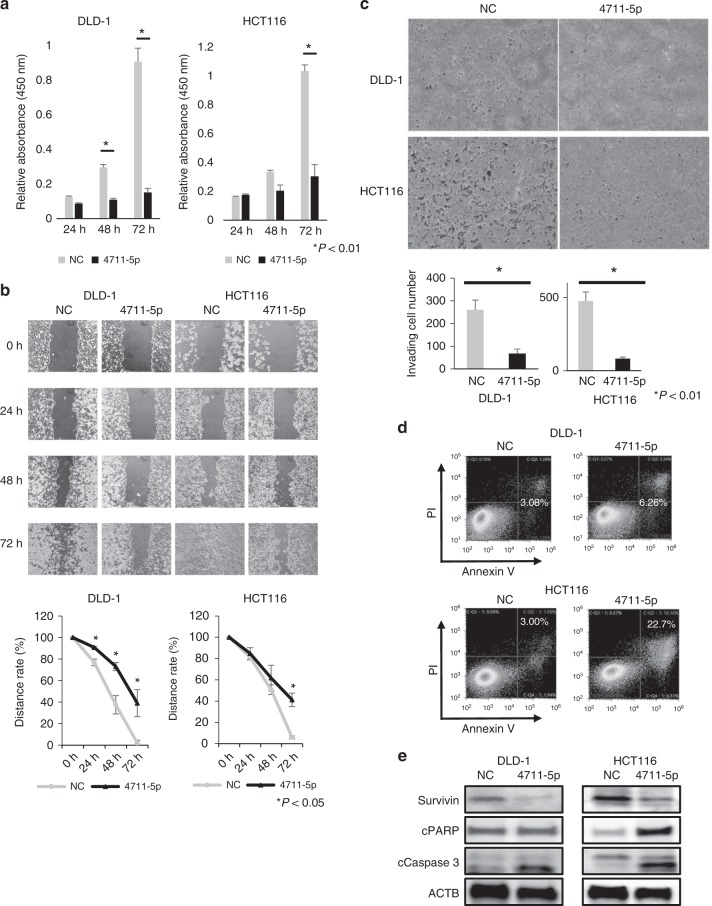
In CRC cell lines, miR-4711-5p exerted various anti-tumour effects. **a** Transfection with miR-4711-5p significantly suppressed the proliferation of DLD-1 and HCT116 cells (*P* < 0.01). **b** In the wound healing assay, miR-4711-5p significantly suppressed the migration ability of DLD-1 and HCT116 cells (*P* < 0.05). **c** Invasion assays revealed that miR-4711-5p significantly suppressed the invasive ability of DLD-1 and HCT116 cells (*P* < 0.01). **d** Annexin V assays showed that miR-4711-5p induced apoptosis, especially in HCT116 cells. **e** Western blotting for apoptosis-associated proteins revealed that miR-4711-5p suppressed survivin expression and increased cleaved caspase 3 expression in both cell lines and increased cleaved PARP expression in HCT116 cells. All data represent the mean ± SD.

### Suppression of stemness of cancer cells

We next assessed the change in stemness after transfection of miR-4711-5p and found that miR-4711-5p suppressed the expression of putative stem cell markers (e.g. LGR5, CD44v9 and BMI1) at the mRNA level (Fig. 3a). Additionally, miR-4711-5p suppressed the expression of the CSC surface marker CD44v9 at the protein level (Fig. 3b). ROS activity was enhanced by transfection of miR-4711-5p (Fig. 3c). Sphere formation assays revealed that the number of spheroids was significantly decreased by miR-4711-5p transfection in both DLD-1 and HCT116 cells (Fig. 3d). These findings suggest that miR-4711-5p suppressed the cancer stemness of DLD-1 and HCT116 cells.

**Fig. 3:**
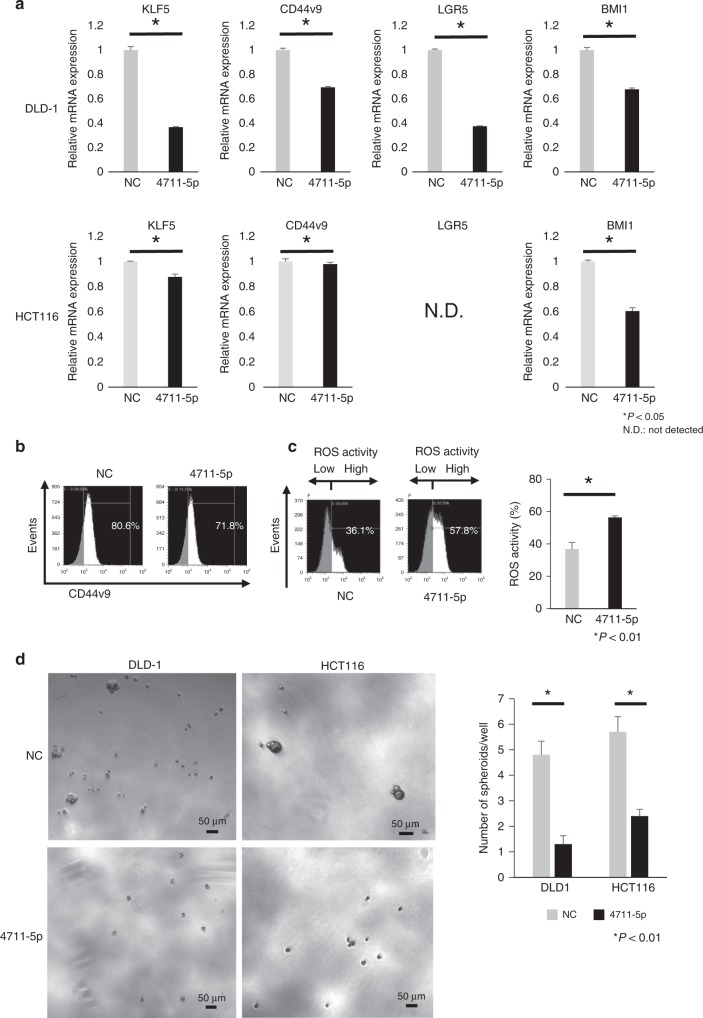
MiR-4711-5p suppressed the stemness of DLD-1 and HCT116 cells. **a** Real-time quantitative PCR revealed that transfection with miR-4711-5p significantly suppressed the expression of putative stem cell markers, such as LGR5, CD44v9 and BMI1, in HCT116 and DLD-1 cells (*P* < 0.05). **b** Flow cytometry analyses of the CSC surface stem cell marker CD44v9 revealed that transfection with miR-4711-5p suppressed CD44v9 expression in DLD-1 cells. **c** Reactive oxygen species (ROS) activity was significantly increased in DLD-1 cells at 24 h after miR-4711-5p transfection (*P* < 0.01). **d** Sphere formation assays revealed that miR-4711-5p transfection significantly decreased the number of spheroids at 1 week after seeding (*P* < 0.01). All data represent the mean ± SD.

### miR-4711-5p provokes G1 arrest in cancer cells

Using next-generation sequencing, we assessed the transcriptome changes after transfection of miR-4711-5p. 

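RNA sequencing was analysed from 4 libraries, 1 for each of DLD-1 and HCT116 cells transfected with miR-4711-5p or the miR-negative control. Both are established human colorectal cancer cell lines. The miRNAs were double-stranded mimics, transfected at 20 to 33 nmol/L. The authors mapped single-end reads of 75 bases from stranded mRNA libraries to hg19 with TopHat and computed the FPKM of each gene with Cuffnorm, which scales its fragments to exon length and to the mapped fragments of the library. Each library listed 23284 gene symbols. The number of genes at an FPKM of at least 1 was 11656 in DLD-1 control, 11903 in DLD-1 miR-4711-5p, 11952 in HCT116 control and 12036 in HCT116 miR-4711-5p cells. FPKM values carry no total of reads, so the absolute depth is unknown. The relative depth was read from genes with an FPKM above 0 and under 0.3 in both libraries of a line, whose ratios pile up at the ratio of the FPKM of 1 read. In DLD-1 cells, 163 of 1552 such genes had the same log2 ratio of -0.27, so that 1 read was worth 0.827 times as much FPKM after miR-4711-5p as in the control. In HCT116 cells, 225 of 2094 such genes had a log2 ratio of 0.27, and 1 read was worth 1.20 times as much FPKM after miR-4711-5p. The median FPKM over genes with at least 1 in any library was between 11.3 and 11.4 in the 4 libraries. The sum of FPKM was 665313 in DLD-1 control, 580302 in DLD-1 miR-4711-5p, 647493 in HCT116 control and 686927 in HCT116 miR-4711-5p cells, and genes of small RNAs held 22.9% to 27.6% of it. A single such gene, MIR622, held 16.9%, 14.5%, 11.2% and 14.3% of the sum in the same order. Dividing by this sum therefore depends in part on genes of small RNAs. For each line, genes with an FPKM of at least 1 in at least 1 of its 2 libraries were compared as the log2 ratio of FPKM + 0.1, which understates the change of low genes. With 1 library per condition, no difference has a replicate check and no p-value is given. A list of genes was described instead by how many of 10000 random lists of the same size, matched on mean expression, had a median log2 ratio as low or as high.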

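The genes that the paper identifies as targets were examined first. The FPKM of TFDP1 was 129.6 in DLD-1 control and 27.1 in DLD-1 miR-4711-5p cells (log2 ratio -2.26), and 132 and 62.3 in the HCT116 libraries (log2 ratio -1.08). The FPKM of KLF5 was 80.8 and 35.6 in DLD-1 cells (log2 ratio -1.18, or -0.984 with each library divided by the sum of its FPKM), and 23.9 and 32.2 in HCT116 cells (log2 ratio 0.43). The FPKM of MDM2 was 17.9 and 10.6 in DLD-1 cells (log2 ratio -0.76), and 35.2 and 61.6 in HCT116 cells (log2 ratio 0.81). Among similarly expressed genes in HCT116 cells, 16.3% moved as far as KLF5 in either direction and 2.6% as far as MDM2. By the paper's 2-fold rule, 499 genes were higher and 489 lower after miR-4711-5p among 12117 genes in DLD-1 cells, and 269 were higher and 130 lower among 12264 genes in HCT116 cells. A 1.5-fold threshold moved these counts most, to 1393 higher and 1374 lower genes in DLD-1 cells and 823 and 761 in HCT116 cells. The higher genes made up 50.5% of those past 2-fold in DLD-1 cells and 67.4% in HCT116 cells, and 72.5% and 56.1% when each library was divided by the sum of its FPKM. Among genes with an FPKM of at least 5 in at least 1 library, they made up 33.7% in DLD-1 and 69.5% in HCT116 cells. Genes of small RNAs made up 104 of the 988 genes past 2-fold in DLD-1 cells and 115 of the 399 in HCT116 cells. In both lines, 43 genes were higher and 34 lower, and 28 were past 2-fold in opposite directions. Those in opposite directions included genes of small RNAs, such as MIR4321 (log2 ratios -14.1 in DLD-1 and 15.4 in HCT116 cells), and others, such as ALDH3A1 (-1.43 and 1.40). These counts therefore do not describe mRNAs alone. Of the 744 genes past 2-fold in DLD-1 cells and tested in both lines, 614 moved in the same direction in HCT116 cells. The 10 genes with the largest and smallest mean log2 ratio over both lines were genes of small RNAs. Of these, MIR3190, MIR4687, SNORD127, SNORA14B and SNORA71D were listed at 0 in both control libraries, and MIR147B, MIR1182, SNORA75 and SNORA38B were listed at 0 in both miR-4711-5p libraries. SNORD46 was listed at 0 in DLD-1 miR-4711-5p cells and had an FPKM of 65.8 in HCT116 miR-4711-5p cells.

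**Figure D2:**
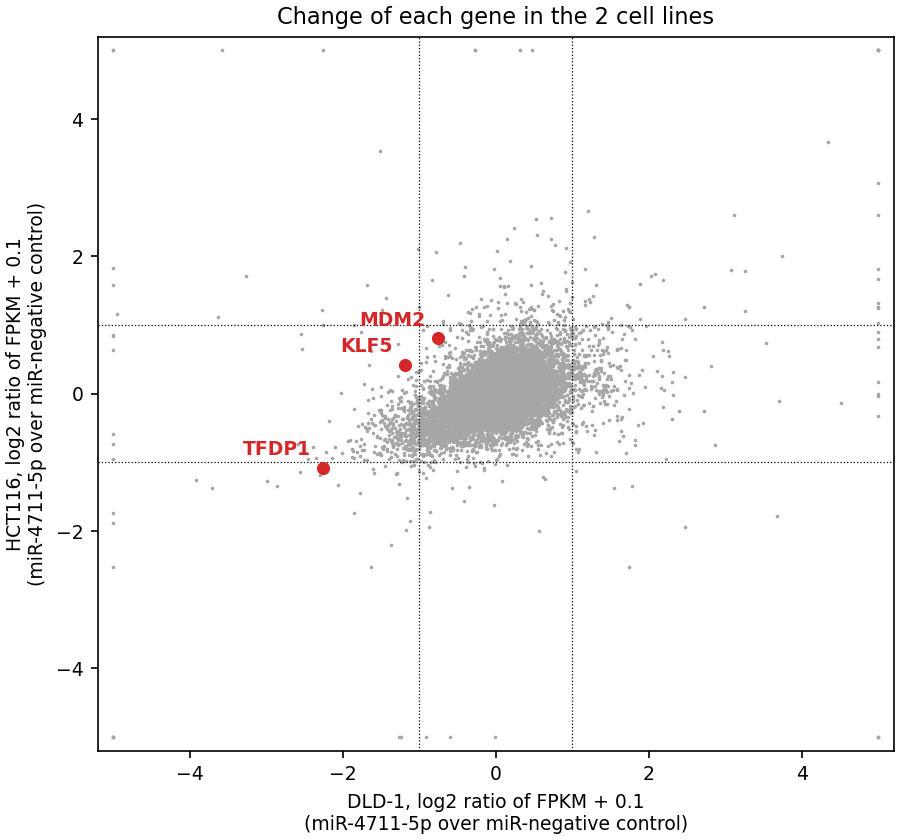
Each grey point is 1 of 11201 genes tested in both lines, with the log2 ratio of FPKM + 0.1 (miR-4711-5p over miR-negative control) in DLD-1 cells on the horizontal axis and in HCT116 cells on the vertical axis; 52 genes beyond 5 in either direction are drawn at the edge. Dotted lines mark the 2-fold limits, TFDP1 lies below them in both lines, and KLF5 and MDM2 are negative in DLD-1 and positive in HCT116 cells.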

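In DLD-1 cells, 4 lists of genes fixed before the data were examined were compared with random lists. The lists of cell cycle and DNA replication genes were written by hand after the pathways of the Kyoto Encyclopedia of Genes and Genomes and are not a release of that database, and the lists of S phase and G2/M genes are those of the Seurat software. The median log2 ratio of 118 cell cycle genes was -0.35, and 87 of them were lower after miR-4711-5p. The median of 35 DNA replication genes was -0.80, with 34 lower. The median of 43 S phase genes was -1.02, with all 43 lower and 22 more than 2-fold lower. The median of 54 G2/M genes was -0.81, with all 54 lower and 9 more than 2-fold lower. None of the 10000 random lists had a median as low for any of these lists (0 of 10000). The lists are not separate results, since they share genes: MCM2 to MCM7 are in both the cell cycle and the DNA replication list. Dividing each library by the sum of its FPKM moved the S phase median most, to -0.83, while the median of all genes moved to 0.20.

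**Figure D3:**
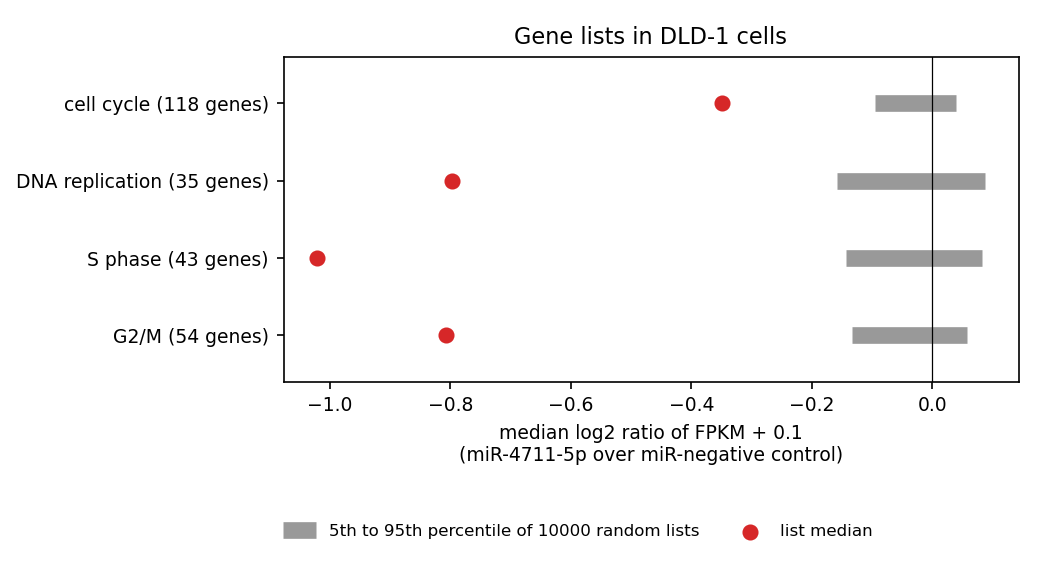
The red points are the median log2 ratios of FPKM + 0.1 (miR-4711-5p over miR-negative control) of the 4 lists in DLD-1 cells, on the horizontal axis. The grey bars span the 5th to the 95th percentile of the medians of 10000 random lists, and each list median lies to the left of its bar, with S phase at -1.02.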

Gene ontology analysis and Ingenuity Pathway Analysis using the RNA sequence data predicted that the cell cycle transition from G1 phase to S phase in DLD-1 cells was inhibited by miR-4711-5p compared to the miR-negative control (Supplementary Fig. S4; Supplementary Table S4). Indeed, cell cycle analyses revealed that miR-4711-5p increased the ratio of cells in the G1 phase and decreased the ratio of cells in the S and G2/M phases in both DLD-1 and HCT116 cells at 8 h after refeeding with fresh medium supplemented with FBS (Fig. 4a, b).

**Fig. 4:**
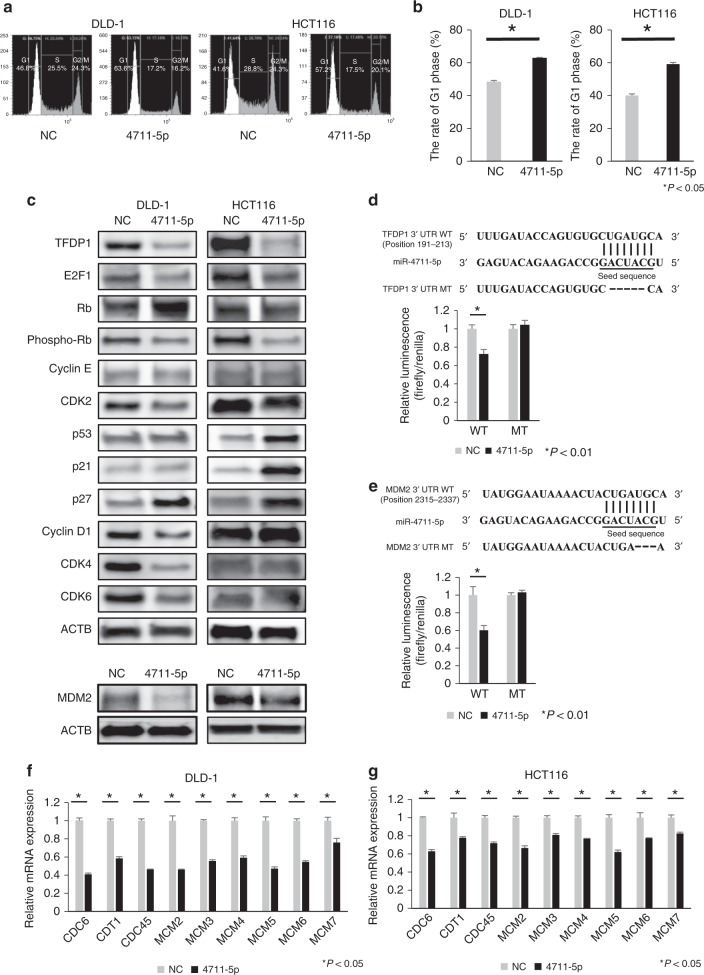
MiR-4711-5p inhibited the G1-to-S phase transition in the cell cycle. **a**, **b** Cell cycle assays revealed that miR-4711-5p significantly increased the ratio of cells in the G1 phase (*P* < 0.01) and decreased the ratio of cells in the S and G2/M phases at 8 h after refeeding with fresh medium supplemented with FBS. **c** Western blotting analyses were performed for cell cycle-related molecules acting at the G1-to-S transition. Proteins, except for MDM2, were extracted at 36 or 48 h after transfection of HCT116 or DLD-1 cells, respectively. MDM2 proteins were extracted at 36 or 12 h after transfection of DLD-1 or HCT116 cells. In both cell lines, miR-4711-5p transfection largely downregulated the expression of TFDP1 and E2F1 and suppressed phosphorylated Rb expression. DLD-1 cells exhibited suppressed expression of CDK2, 4, and 6 and cyclin D1 and upregulated expression of p27^KIP1^. HCT116 cells exhibited increased expression of p21^WAF1/CIP1^ and p27^KIP1^. MDM2 expression was downregulated in both DLD-1 and HCT116 cells. In p53-wild-type HCT116 cells, p53 expression was largely enhanced. **d** Schematic illustration showing the putative miR-4711-5p binding site in the 3ʹ-UTR of TFDP1 (WT). Five nucleotides in the binding site were deleted in the TFDP1-mutant plasmids (MT). In HCT116 cells, miR-4711-5p transfection significantly suppressed the luciferase activities of the reporter plasmids containing the putative miR-4711-5p binding site in the wild-type TFDP1 3’-UTR (*P* < 0.01) but did not suppress those of TFDP1-mutant reporter plasmids. **e** Schematic illustration showing the putative miR-4711-5p binding site in the 3ʹ-UTR of MDM2 (WT). Three nucleotides in the binding site were deleted in the MDM2-mutant plasmids (MT). In HCT116 cells, miR-4711-5p transfection significantly suppressed the luciferase activities of the reporter plasmids containing the putative miR-4711-5p binding site in the wild-type MDM2 3’-UTR (*P* < 0.01) but did not suppress those of MDM2-mutant reporter plasmids. **f**, **g** Real-time quantitative PCR was performed to assess the expression of downstream molecules of the E2F1-TFDP1 heterodimer in DLD-1 (**f**) and HCT116 cells (**g**) transfected with NC or miR-4711-5p. All gene expression levels were significantly downregulated in both cell lines (*P* < 0.05). All data represent the mean ± SD.

Among cell cycle-related molecules acting at the G1-to-S transition, TFDP1 was identified as a target gene of miR-4711-5p in the TargetScan search. Thus, we focused further investigation on TFDP1, which forms a heterodimer with E2F and regulates genes. A luciferase reporter assay confirmed that miR-4711-5p bound to TFDP1, resulting in the downregulation of TFDP1 protein expression (Fig. 4c, d). In both cell lines, we observed exclusive downregulation of the RNA expression of downstream molecules of E2F-TFDP1, including CDC6, CDT1, MCM7 and others (Fig. 4f, g). We also found that miR-4711-5p transfection resulted in changes in several G1/S checkpoint components in the cell cycle machinery. In DLD-1 cells, CDK2, 4, and 6 and cyclin D1 were suppressed, and the CDK inhibitor p27^KIP1^ was upregulated. In HCT116 cells, p21^WAF1/CIP1^ and p27^KIP1^ were increased. Consequently, the phosphorylation of Rb was suppressed. Notably, p53 expression was largely enhanced in p53-wild-type HCT116 cells, possibly due to downregulation of MDM2, which is a direct target of miR-4711-5p (Fig. 4c, e).

### Anti-cancer effects and safety in vivo

We assessed the anti-tumour effects and safety of miR-4711-5p using a DLD-1 xenograft mouse model. All mice were checked for health status, including microbiological status, before experiments and revealed no abnormalities. Over 2 weeks, mice were injected six times via the tail vein with miR-4711-5p using super carbonate apatite (sCA) as the delivery vehicle. Compared with the miR-negative control and no treatment, miR-4711-5p significantly inhibited tumour growth (Fig. 5a, b). Systemic administration of miR-4711-5p yielded no obvious body weight loss (Fig. 5c). Sections of organ tissues exhibited no particular histological damage by the sCA-miR-4711-5p complex (Fig. 5d). We also confirmed that the subcutaneously established DLD-1 xenograft tumours exhibited approximately 500-fold higher concentrations after three injections of the sCA-miR-4711-5p complex than the xenograft tumours treated with the negative control (day 10, Fig. 5e). In the same tumour sets, the expression levels of target molecules (KLF5, TFDP1 and MDM2) decreased at the mRNA and protein levels (Fig. 5f, g). The TUNEL assay showed that miR-4711-5p induced a significant fraction of apoptotic cells (*P* *<* 0.05, Fig. 5h), and Western blotting showed that cleaved PARP and cleaved caspase 3 expression increased with treatment with miR-4711-5p (Fig. 5i).

**Fig. 5:**
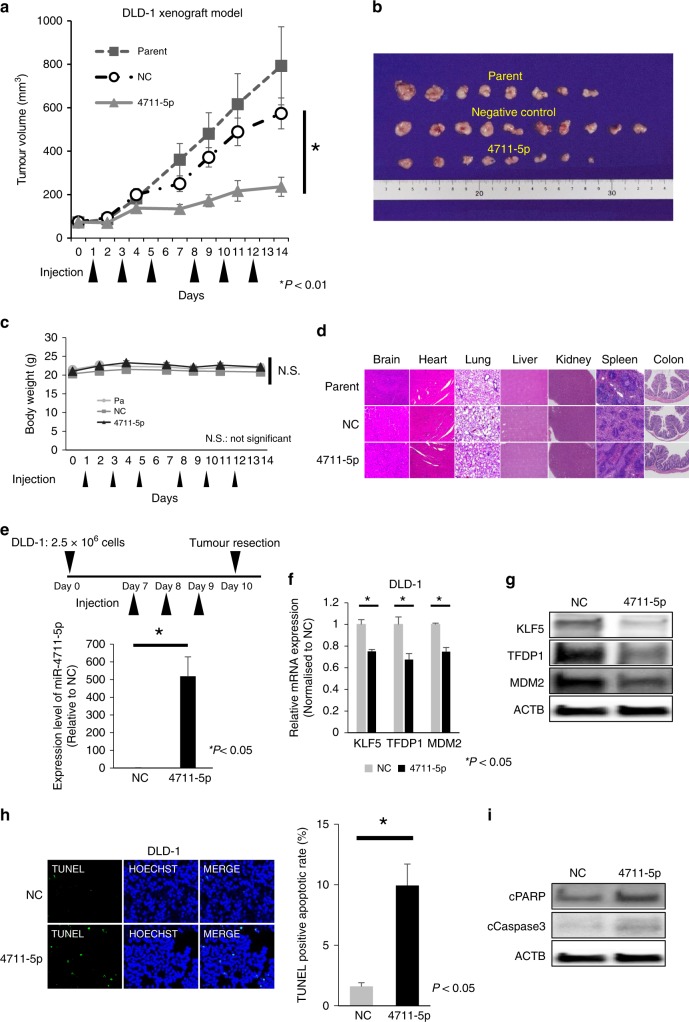
Anti-tumour effects and safety in vivo. Systemic administration of formulated sCA-miR-4711-5p inhibited tumour growth. DLD-1 tumour xenograft mouse models received intravenous administrations of miR-4711-5p or miR-negative control (NC) using sCA as a vehicle on days 0, 2, 4, 7, 9 and 11 via a tail vein (arrows indicate the days of injections). **a**, **b** On day 14, tumours were resected. The results showed that miR-4711-5p significantly inhibited tumour growth in the tumour xenograft mouse model. Tumour volume (A), picture of resected tumours (B). Data represent the mean ± SD. (*P* < 0.01, one-way ANOVA). **c** Body weight did not significantly differ between the groups. **d** Histological findings (H&E staining, × 40) demonstrated that systemic administration of miR-4711-5p had no serious adverse effects on other organ tissues (brain, heart, lung, liver, kidney, spleen and colon). **e, f, g, h**, **i** Nude mice received subcutaneous injections of DLD-1 cells (2 × 10^6^ cells) into the bilateral lower back region. Mice were injected via the tail vein with sCA-formulated miR-4711-5p or miR-NC on days 7, 8 and 9 after cell injection. Tumours were resected on day 10 (**e**, top, *n* = 3 for each group). The expression levels of miR-4711-5p in tumours were measured by qPCR on day 10, and they were significantly upregulated (approximately 500-fold higher than that in the NC-treated group) in tumours of the miR-4711-5p-treated group (**e**, bottom, *P* < 0.05). The expression levels of KLF5, TFDP1 and MDM2 in tumours resected from NC (negative control)-treated and miR-4711-5p-treated mice were assessed at both the mRNA and protein levels (**f, g**). Mir-4711-5p significantly suppressed the expression of KLF5, TFDP1, and MDM2 mRNA compared to NC (*P* < 0.05) (**f**). The protein expression of each target was also downregulated by miR-4711-5p. ACTB bands served as loading controls (**g**). TUNEL assays revealed that miR-4711-5p induced more apoptotic cells than miR-NC (**h**, left). The TUNEL-positive apoptotic cell rate in tumours of the miR-4711-5p-treated group was significantly higher than that in tumours of the miR-NC-treated group (*P* < 0.05) (**h**, right). All data represent the mean ± SD. Western blotting showed that cPARP protein expression was increased by treatment with miR-4711-5p. caspase 3 protein expression was also increased (**i**).

### Anti-cancer effects in patient-derived CRC cultured cells

We compared the inhibitory effect of miR-4711-5p on cell growth with that of the anti-oncomiR miR-34a and previously reported miRNAs that target KLF5, including miR-21-5p, miR-152-5p, miR-153-3p and miR-448-3p.^24–29^ We found that miR-4711-5p exhibited the strongest growth inhibitory effect in DLD-1 and HCT116 cells among the miRNAs tested (Fig. 6a). Next, we assessed the anti-cancer effects of miR-4711-5p using patient-derived CRC cultured cells. The results revealed that miR-4711-5p significantly suppressed the cell viability of CRC cells that were prepared and cultured from five different CRC patients when compared to miR-NC and miR-34a (*P* *<* 0.01, Fig. 6b, c).

**Fig. 6:**
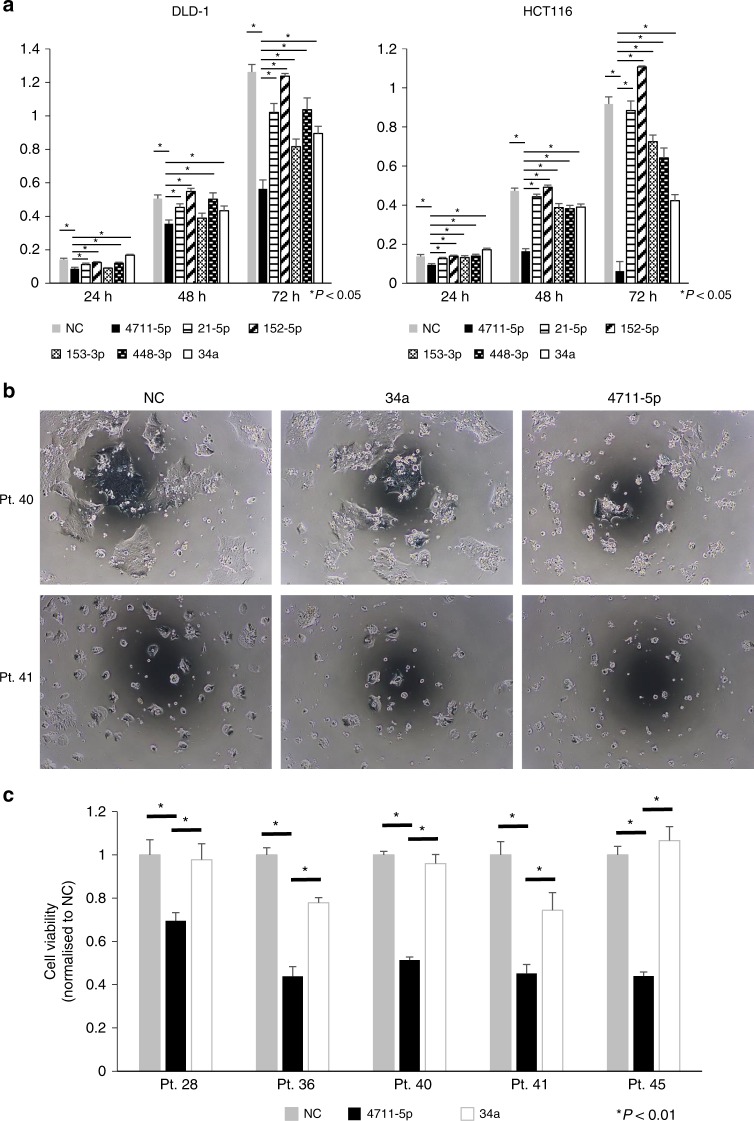
Anti-tumour effects in CRC cell lines and patient-derived tumor cells. **a** Comparison of the tumour growth inhibitory effects of miR-4711-5p and four miRNAs (miR-21, miR-152, miR-153, and miR-448) that have been reported to suppress KLF5 expression. We also included a putative anti-oncomiR, miR-34a, as a positive control. MiR-4711-5p was the most effective in suppressing DLD-1 and HCT116 tumour cell growth among the miRNAs tested (*P* < 0.05). **b**, **c** Comparison of the cell growth inhibitory effects of miR-4711-5p and miR-34a on CRC cells cultured from five different CRC patients (3 stage II and 2 stage III patients). The images of tumour cell cultures derived from two CRC patients (stage II) at 72 h after transfection of miR-NC, miR-34a, and miR-4711-5p (**b**). Cell viability of tumour cells cultured from five different CRC patients at 72 h after transfection. The tumour-suppressive effects of miR-4711-5p were much stronger than those of miR-34a in all patient-derived CRC cell cultures (*P* < 0.01) (**c**). All data represent the mean ± SD.

## Discussion

In the present study, we demonstrated that miR-4711-5p directly bound to KLF5, induced apoptosis and suppressed cell proliferation, invasion and migration abilities and cancer stemness in CRC cell lines, although apparent cell cycle arrest at the G1-S transition and strong induction of apoptosis, especially in HCT116 cells, may in part have affected the results of the motility assays. We also found that this miRNA provoked G1 arrest through direct inhibition of TFDP1, a heterodimer partner with members of the E2F family. Furthermore, direct binding of miR-4711-5p to MDM2 yielded increased p53 protein expression, leading to induction of apoptosis and G1 arrest in HCT116 cells harbouring wild-type p53. Overall, miR-4711-5p exhibited potent anti-tumour effects in vitro and in vivo, and to our knowledge, this miRNA has not previously been reported.

KLF5 controls the stemness of embryonic stem cells.^11^ Nakaya and colleagues reported that KLF5 facilitated cell proliferation and survival of normal intestinal stem cells and was essential for the oncogenesis of intestinal tumours.^13^ These findings suggest that KLF5 acts as an indispensable stemness-related molecule in both normal and tumour tissues.

The main purpose of our present study was to obtain a therapeutic miRNA that could suppress cancer stemness, and we focused on the KLF5 molecule as the main target. A bioinformatics survey identified 41 candidate miRNAs based on their possibility of suppressing KLF5 expression and other stemness-related signals, such as Wnt/β-catenin signalling and Notch signalling.^30–32^ Of the listed miRNAs, miR-4711-5p exhibited the strongest anti-tumour effects across CRC cell lines and suppressed cancer stemness. Indeed, we further found that this miRNA bound to the 3ʹ-UTR of KLF5 mRNA, leading to downregulation of KLF5 and other CSC markers, including LGR5, BMI1 and CD44v9, as well as inhibiting sphere formation. Since Wnt signalling is associated with cancer stemness, it is of interest that KLF5 can strengthen β-catenin activity by facilitating its nuclear localisation.^13,33,34^

Annexin V assays indicated that apoptosis was induced by miR-4711-5p, especially in HCT116 cells, which harbour wild-type p53. This is not unique because p53 induces apoptosis through various mechanisms, e.g. activation of BAX, NOXA1 and PUMA.^35,36^ It is well known that the p53 protein level is negatively regulated by MDM2-mediated ubiquitination.^37^ Interestingly, we found that miR-4711-5p directly bound to the 3ʹ-UTR of MDM2 mRNA, resulting in decreased MDM2 protein expression. In turn, this caused increased p53 expression in HCT116 cells and induced apoptosis. On the other hand, despite a marked decrease in MDM2 protein, the expression of p53 protein was not affected by miR-4711-5p in DLD-1 cells, which harbour a mutated p53 gene. This result is consistent with prior findings that mutated p53 escapes the degradation-promoting effect of MDM2.^38,39^ Accordingly, apoptosis incidence remained low but was still significantly induced relative to the negative control miRNA treatment. One explanation for apoptosis in this cell type might be the KLF5-dependent regulation of anti-apoptotic survivin. KLF5 has reportedly been shown to bind to the core promoter region of survivin as a transcription factor, thus inducing survivin mRNA expression.^40^ Therefore, it is likely that miR-4711-5p-mediated KLF5 inhibition may lead to the downregulation of survivin (Fig. 2e), which induced apoptosis to some extent.

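The replication genes downstream of E2F-TFDP1 were examined in the DLD-1 libraries. The FPKM of CDC6 was 62.7 in the control and 20.3 after miR-4711-5p, that of CDT1 was 15.0 and 6.88, and that of CDC45 was 27.1 and 10.1. All 9 genes, with MCM2 to MCM7, were lower after miR-4711-5p, at 0.325 to 0.585 times the control on the scale of FPKM + 0.1, and 6 were more than 2-fold lower. The median log2 ratio of the 9 genes was -1.11. With each library divided by its FPKM sum without genes of small RNAs, chosen after seeing the data, MCM4 fell short of 2-fold, at -0.965. CDT1 and MCM2 stayed past it. With each library divided by the whole sum of its FPKM, CDT1, MCM2 and MCM4 were no longer past 2-fold, at -0.918, -0.994 and -0.874. Among the genes of the origin recognition complex, ORC1 had an FPKM of 31.1 and 15.4 and ORC6 of 31.5 and 17.1. The log2 ratios of ORC2, ORC3, ORC4 and ORC5 were 0.04, -0.12, 0.05 and -0.19, and with the same division ORC3 and ORC5 turned positive, at 0.077 and 0.01, and ORC1 was -0.816. The paper links the replication genes to TFDP1, which forms a heterodimer with E2F and is a target of miR-4711-5p (Fig. 4d, f).

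**Figure D4:**
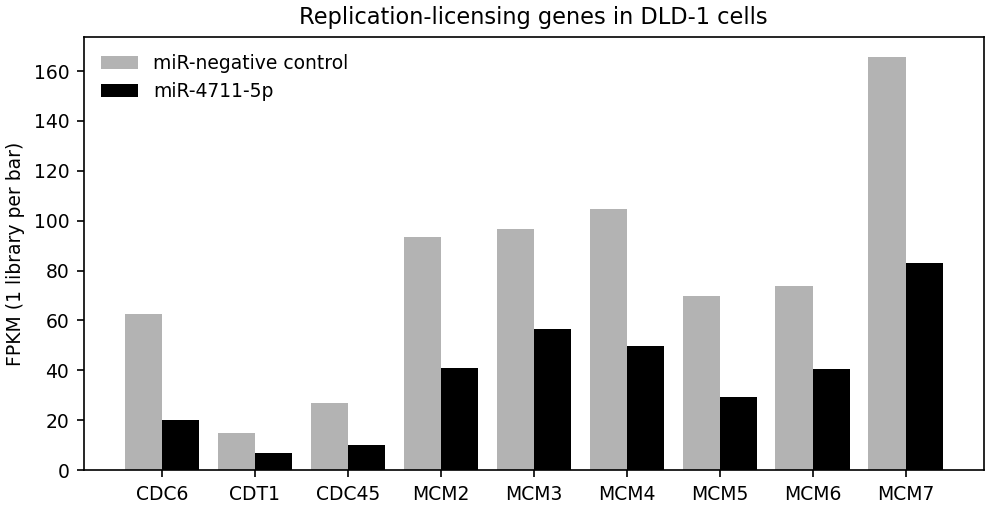
Bars show the FPKM of each gene in the single DLD-1 library of the miR-negative control (grey) and of miR-4711-5p (black), without error bars because there are no replicates. Each black bar is shorter than its grey bar, for example 20.3 against 62.7 for CDC6.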

We performed gene ontology analysis and Ingenuity Pathway Analysis (IPA) using the RNA sequence data, which indicated that miR-4711-5p downregulated genes related to the cell cycle and G1-S checkpoint regulation (Supplementary Table S4; Supplementary Fig. S4). Correspondingly, the cell cycle assay revealed that this miRNA provoked G1 arrest in both cell lines. Among the molecules acting in the machinery of the G1-S transition, we focused on TFDP1 because the TargetScan database indicated that it was a potential direct target of miR-4711-5p and that it forms a heterodimeric complex with E2F1, exerting a crucial role in the progression from G1 to S phase.^41,42^ Indeed, we demonstrated that miR-4711-5p directly bound to the 3ʹ-UTR of TFDP1 mRNA. E2F1 transcriptional activity reportedly regulates the expression of growth-related target genes, such as CDC6, CDT1 and MCM7.^41–43^ Komori et al. demonstrated that TFDP1 knockdown significantly decreased E2F1-dependent activation of the CDC6 promoter.^41^ Likewise, we confirmed that miR-4711-5p exclusively led to downregulation of the gene expression of CDC6, CDT1, CDC45 and MCM family members, all of which are downstream molecules of the TFDP1/E2F1 heterodimer and essential for initiation of DNA replication (ref. ^44^ Supplementary Fig. S5).

We also found that miR-4711-5p induced p27^KIP1^ expression in both cell lines. P27^KIP1^ is a putative CDK inhibitor that binds to the cyclin E-CDK2 complex and cyclin D-CDK4/6 complex and thus negatively regulates the G1-S phase transition.^45–47^ Thus, this activation of p27^KIP1^ could be another reason for the G1 arrest. In the case of HCT116 cells, p53-mediated induction of another CDK inhibitor, p21^WAF1/CIP1^,^36^ could contribute to G1 arrest, which would likely follow downregulation of MDM2 by miR-4711-5p.

According to the miR databases, the expression level of miR-4711-5p in human normal tissues is far lower than that of renowned miRNAs (approximately 1/100th that of miR-34a and 1/1000th that of miR-21) (Supplementary Fig. S6A, B, and C). We found that the expression of miR-4711-5p in CRC tissues was similar to that in their normal counterparts (Supplementary Fig. S3B). As a result, we could not find any correlation between miR-4711-5p expression and various clinical parameters, including patient prognosis. On the other hand, miR-4711-5p exhibited the strongest inhibitory effect on tumour growth when compared with other miRNAs that have been shown to suppress KLF5 in other cancers (i.e. miR-21, miR-152, miR-153 and miR-448^26–29^), as well as a putative anti-oncomiR, miR-34a, which was used in the first clinical trial against human solid tumours.^48,49^ Moreover, administration of miR-4711-5p displayed an outstanding tumour-suppressive effect even compared with miR-34a in five sets of CRC cell cultures that were prepared from CRC patients after surgical resection. These findings indicate that miR-4711-5p is clinically important in terms of cancer therapy, although its usefulness is limited as a biomarker of tumour behaviour. This is, however, not unique because MIRTX, a complementary sequence of miR-29b-1-5p, is not detectable in human tissues, thus having less relevance as a biomarker, whereas it exerts a highly potent tumour-suppressive effect through inhibition of the NFkB signalling pathway by directly binding to the 3’-UTR of CXCR2 and PIK3R1 mRNA.^20,50^

Non-viral nanoparticles are considered safer than viral vectors. Several miRNA-based therapeutics have reached clinical trials, including a mimic of the anti-oncomiR miR-34a for cancer treatment using a liposome as a vehicle.^48,49^ However, the phase I trial of miR-34a was terminated due to immune-related adverse events.^48^ Although several antisense oligonucleotides are in clinical use, miRNA-based therapeutics have not entered clinical application. One of the major challenges is the design of miRNA delivery vehicles that maintain the high stability of the therapeutic miRNAs and transfer them specifically into the targeted tissues, as well as avoiding potential toxicities and off-target effects.^48,51,52^ In this study, we showed that systemic administration of miR-4711-5p mixed with sCA (super carbonate apatite) nanoparticles in nude mice inhibited the growth of pre-established DLD-1 (KRAS^G13D^) xenografts. sCA is a pH-sensitive delivery system for miRNA and siRNA with no significant immune activation.^21^ In earlier studies, we had shown that sCA nanoparticles successfully delivered various nucleic acids or low molecular weight reagents in tumour or IBD (inflammatory bowel disease) model mice with no resulting apparent abnormalities in the body weight, blood chemistry tests or histology of normal organs of the mice.^18–22,53–56^ Moreover, recent review articles have described various miRNA-based therapeutics, most of which employ local injection into tumours, and introduced sCA as a hopeful systemic strategy that could be delivered via intravenous administration.^50,57^ Aiming towards clinical application, we have successfully developed an even less toxic and more efficient delivery system platform that is considered promising in terms of clinical potential.

In conclusion, we identified a promising CSC-targeted therapeutic miRNA: miR-4711-5p. Our data indicate that miR-4711-5p suppresses cancer stemness and exhibits various anti-tumour effects in vitro and significantly suppresses tumour growth in in vivo mouse model without adverse events. MiR-4711-5p delivered by our improved drug delivery system may open a new avenue for miRNA-based therapeutics against cancers in the near future.

## Supplementary information

Supplementary Figures and Tables

## Data Availability

The expression levels of miR-4711-5p and other miRNAs referred to in this study (Supplementary Fig. S6) are available on the Tissue Atlas website (https://ccb-web.cs.uni-saarland.de/tissueatlas/). The expression levels of KLF5 referred to in this study (Supplementary Fig. S1) are available on the Human Protein Atlas website (https://www.proteinatlas.org/). All the other data of the study can be found with the corresponding author.

# Supplementary material for: miR-4711-5p regulates cancer stemness and cell cycle progression via KLF5, MDM2 and TFDP1 in colon cancer cells
**Source:** Br J Cancer. 2020 Feb 18;122(7):1037–49. doi: 10.1038/s41416-020-0758-1
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

## Slide 1
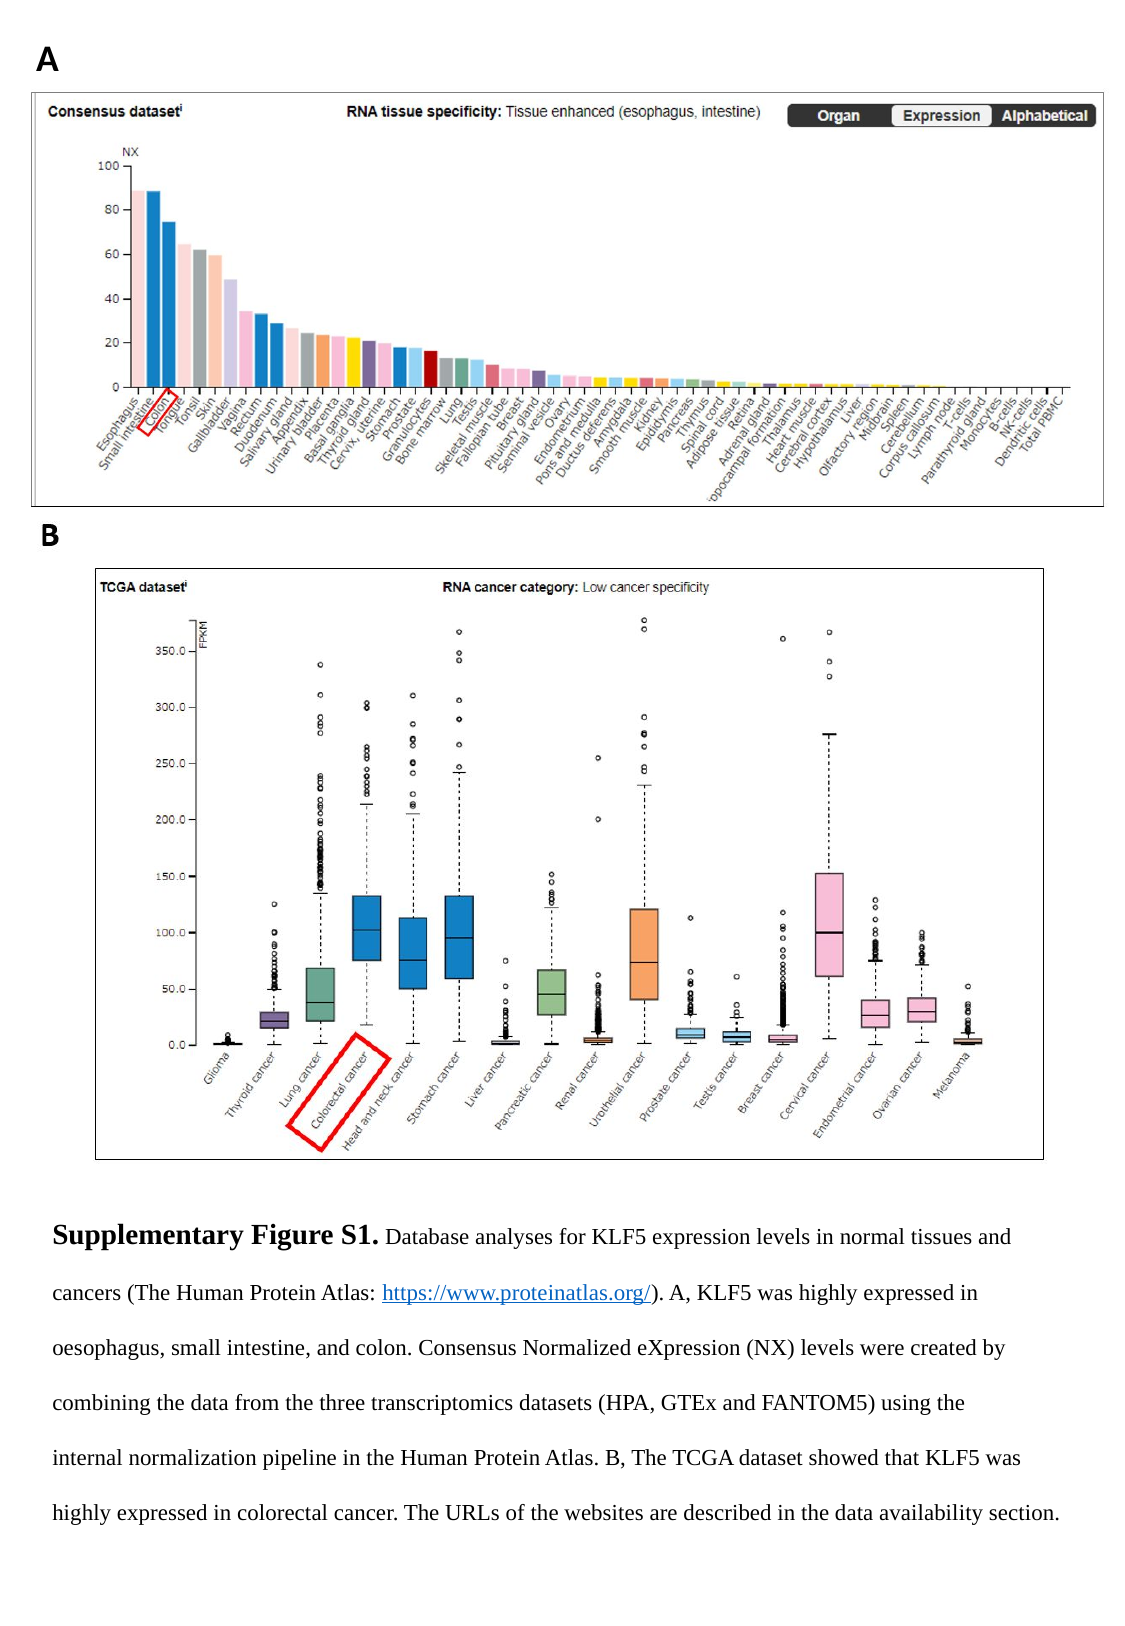

A
Supplementary Figure S1. Database analyses for KLF5 expression levels in normal tissues and cancers (The Human Protein Atlas: https://www.proteinatlas.org/). A, KLF5 was highly expressed in oesophagus, small intestine, and colon. Consensus Normalized eXpression (NX) levels were created by combining the data from the three transcriptomics datasets (HPA, GTEx and FANTOM5) using the internal normalization pipeline in the Human Protein Atlas. B, The TCGA dataset showed that KLF5 was highly expressed in colorectal cancer. The URLs of the websites are described in the data availability section.

## Slide 2
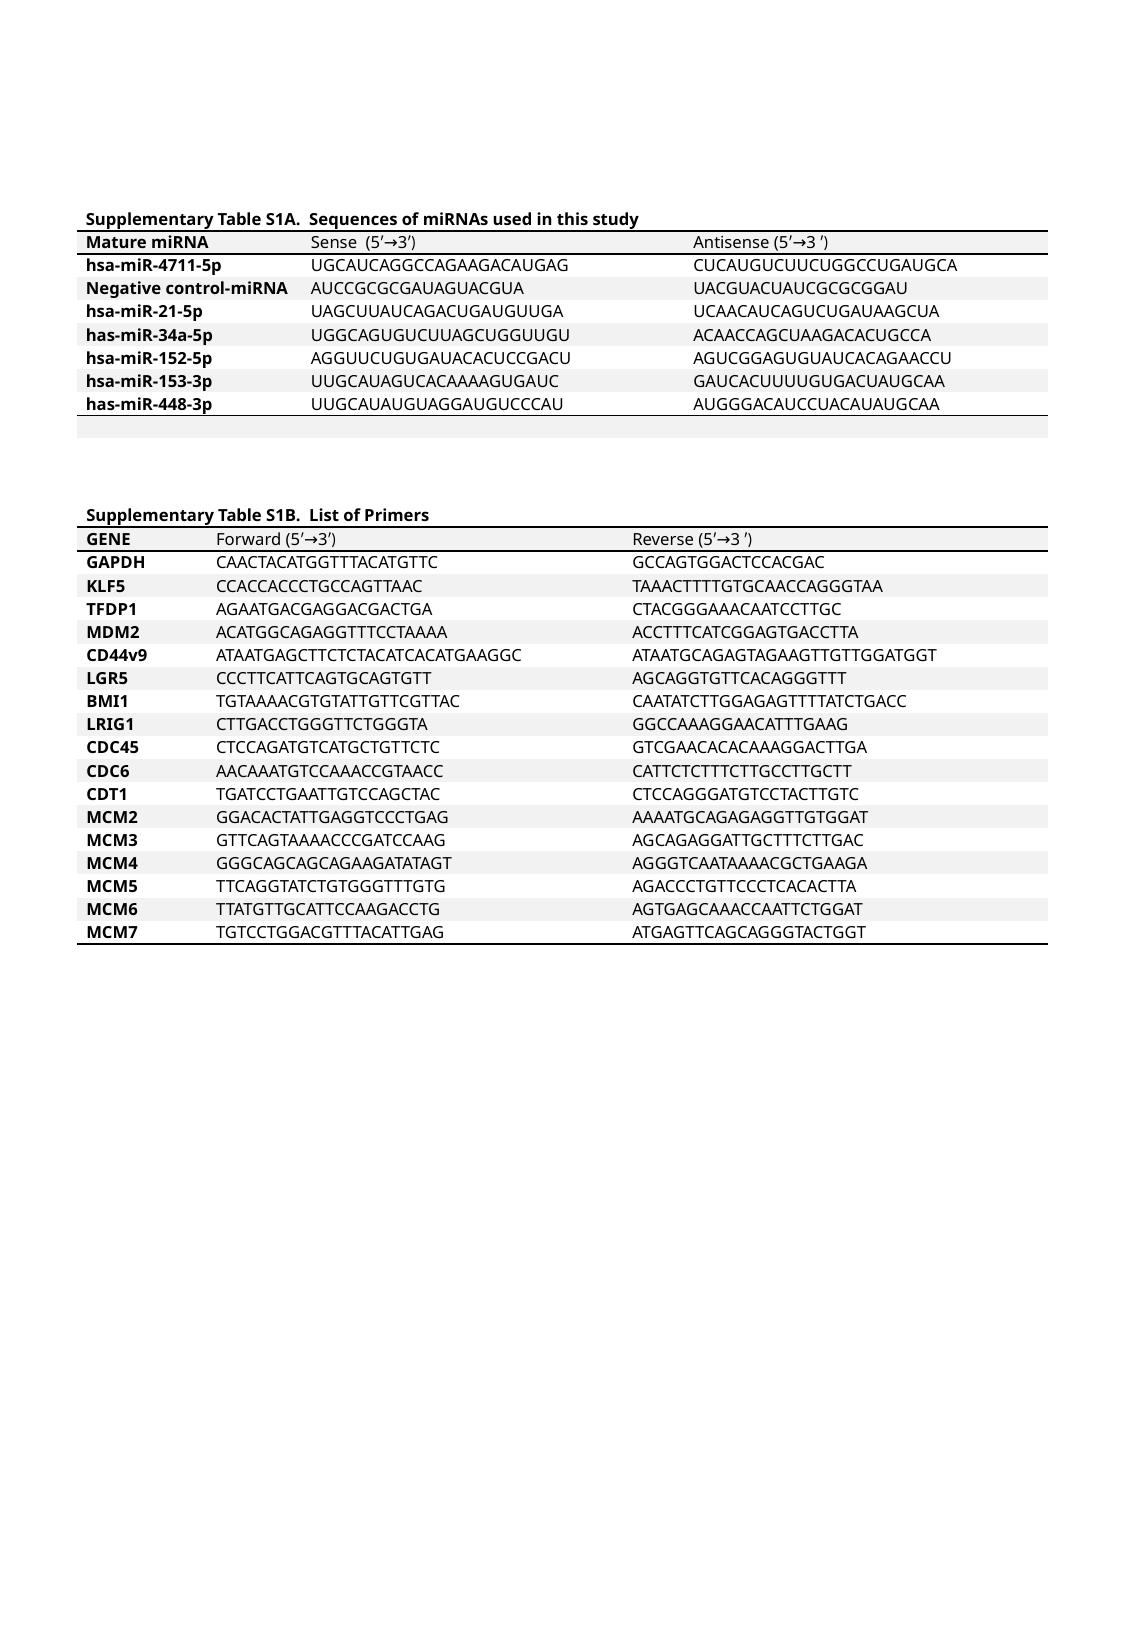

| Supplementary Table S1A. Sequences of miRNAs used in this study | | |
| --- | --- | --- |
| Mature miRNA | Sense (5ʹ→3ʹ) | Antisense (5ʹ→3 ʹ) |
| hsa-miR-4711-5p | UGCAUCAGGCCAGAAGACAUGAG | CUCAUGUCUUCUGGCCUGAUGCA |
| Negative control-miRNA | AUCCGCGCGAUAGUACGUA | UACGUACUAUCGCGCGGAU |
| hsa-miR-21-5p | UAGCUUAUCAGACUGAUGUUGA | UCAACAUCAGUCUGAUAAGCUA |
| has-miR-34a-5p | UGGCAGUGUCUUAGCUGGUUGU | ACAACCAGCUAAGACACUGCCA |
| hsa-miR-152-5p | AGGUUCUGUGAUACACUCCGACU | AGUCGGAGUGUAUCACAGAACCU |
| hsa-miR-153-3p | UUGCAUAGUCACAAAAGUGAUC | GAUCACUUUUGUGACUAUGCAA |
| has-miR-448-3p | UUGCAUAUGUAGGAUGUCCCAU | AUGGGACAUCCUACAUAUGCAA |
| | | |
| Supplementary Table S1B. List of Primers | | |
| --- | --- | --- |
| GENE | Forward (5ʹ→3ʹ) | Reverse (5ʹ→3 ʹ) |
| GAPDH | CAACTACATGGTTTACATGTTC | GCCAGTGGACTCCACGAC |
| KLF5 | CCACCACCCTGCCAGTTAAC | TAAACTTTTGTGCAACCAGGGTAA |
| TFDP1 | AGAATGACGAGGACGACTGA | CTACGGGAAACAATCCTTGC |
| MDM2 | ACATGGCAGAGGTTTCCTAAAA | ACCTTTCATCGGAGTGACCTTA |
| CD44v9 | ATAATGAGCTTCTCTACATCACATGAAGGC | ATAATGCAGAGTAGAAGTTGTTGGATGGT |
| LGR5 | CCCTTCATTCAGTGCAGTGTT | AGCAGGTGTTCACAGGGTTT |
| BMI1 | TGTAAAACGTGTATTGTTCGTTAC | CAATATCTTGGAGAGTTTTATCTGACC |
| LRIG1 | CTTGACCTGGGTTCTGGGTA | GGCCAAAGGAACATTTGAAG |
| CDC45 | CTCCAGATGTCATGCTGTTCTC | GTCGAACACACAAAGGACTTGA |
| CDC6 | AACAAATGTCCAAACCGTAACC | CATTCTCTTTCTTGCCTTGCTT |
| CDT1 | TGATCCTGAATTGTCCAGCTAC | CTCCAGGGATGTCCTACTTGTC |
| MCM2 | GGACACTATTGAGGTCCCTGAG | AAAATGCAGAGAGGTTGTGGAT |
| MCM3 | GTTCAGTAAAACCCGATCCAAG | AGCAGAGGATTGCTTTCTTGAC |
| MCM4 | GGGCAGCAGCAGAAGATATAGT | AGGGTCAATAAAACGCTGAAGA |
| MCM5 | TTCAGGTATCTGTGGGTTTGTG | AGACCCTGTTCCCTCACACTTA |
| MCM6 | TTATGTTGCATTCCAAGACCTG | AGTGAGCAAACCAATTCTGGAT |
| MCM7 | TGTCCTGGACGTTTACATTGAG | ATGAGTTCAGCAGGGTACTGGT |

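The strand named sense of each mimic gives the seed, bases 2 to 8, through which a miRNA pairs with a 3′-UTR. The seed of miR-4711-5p is GCAUCAG, which pairs with CUGAUGC in an mRNA. The antisense strand of the same mimic has the seed UCAUGUC, which pairs with GACAUGA. The negative control has the seed UCCGCGC, which pairs with GCGCGGA, and its antisense strand has ACGUACU, which pairs with AGUACGU. The mimic of miR-4711-5p has strands of 23 bases and the negative control has strands of 19 bases.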

## Slide 3
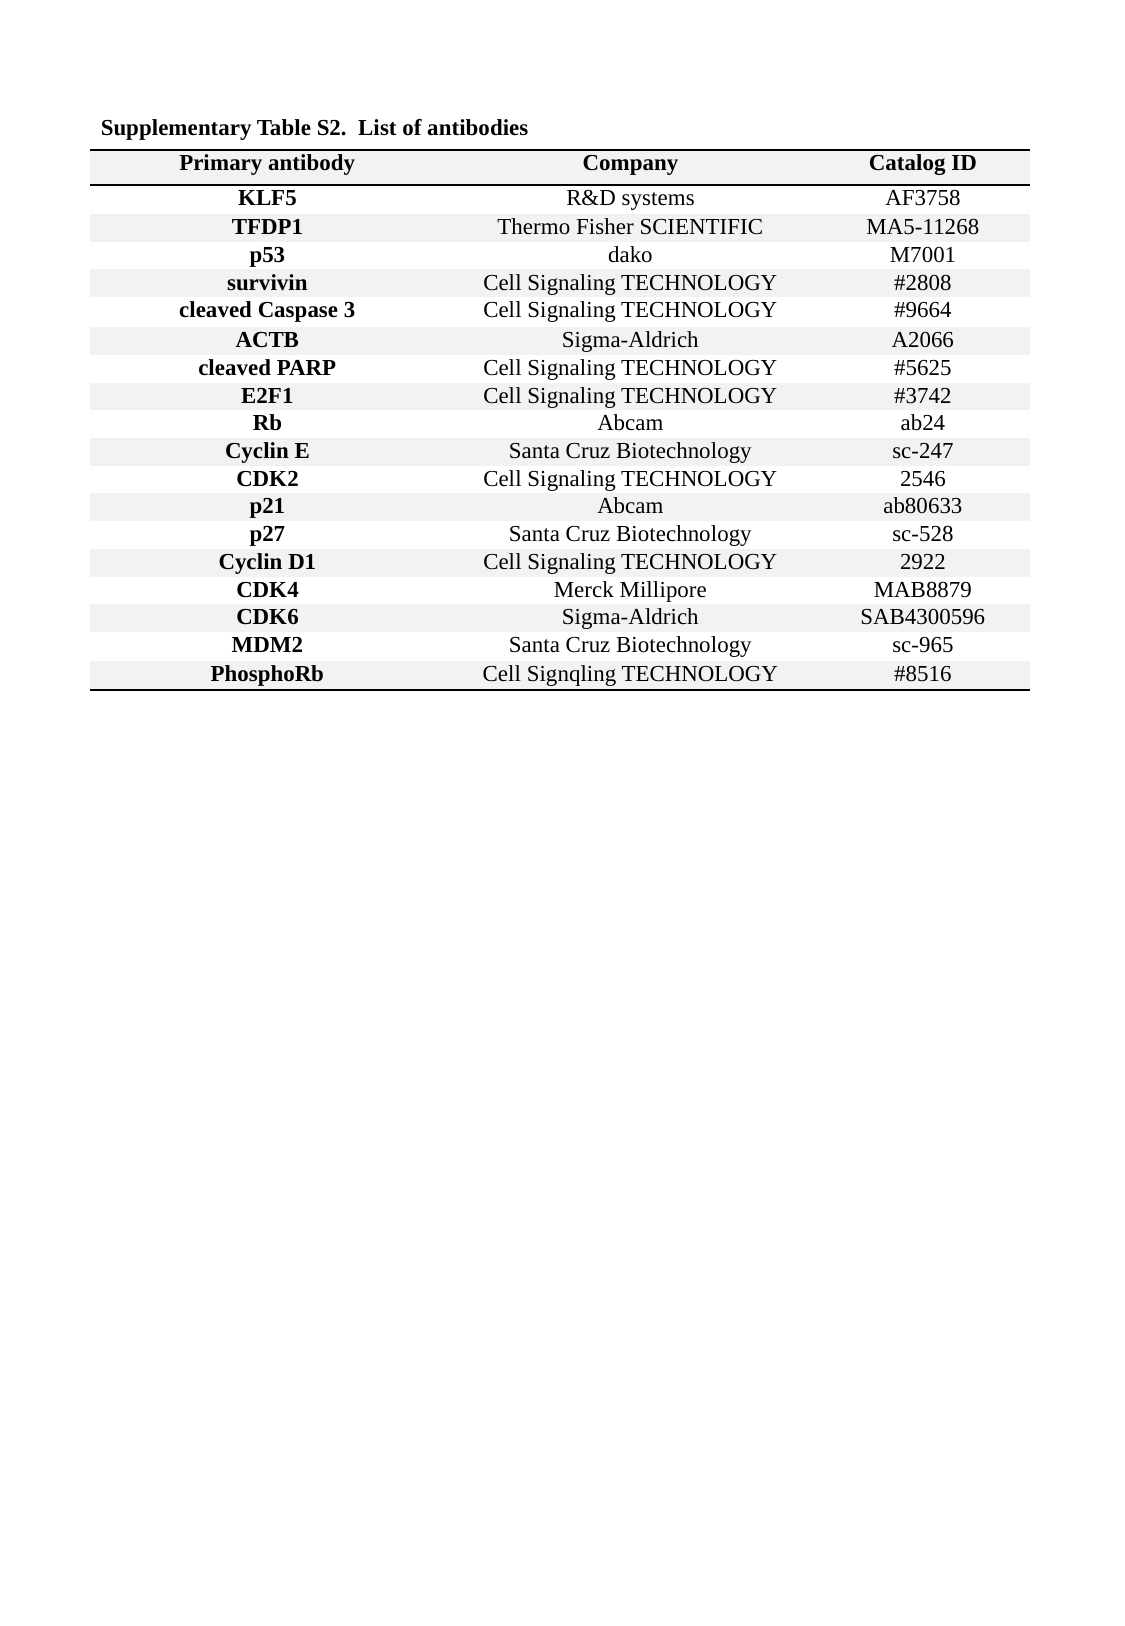

| Supplementary Table S2. List of antibodies | | |
| --- | --- | --- |
| Primary antibody | Company | Catalog ID |
| KLF5 | R&D systems | AF3758 |
| TFDP1 | Thermo Fisher SCIENTIFIC | MA5-11268 |
| p53 | dako | M7001 |
| survivin | Cell Signaling TECHNOLOGY | #2808 |
| cleaved Caspase 3 | Cell Signaling TECHNOLOGY | #9664 |
| ACTB | Sigma-Aldrich | A2066 |
| cleaved PARP | Cell Signaling TECHNOLOGY | #5625 |
| E2F1 | Cell Signaling TECHNOLOGY | #3742 |
| Rb | Abcam | ab24 |
| Cyclin E | Santa Cruz Biotechnology | sc-247 |
| CDK2 | Cell Signaling TECHNOLOGY | 2546 |
| p21 | Abcam | ab80633 |
| p27 | Santa Cruz Biotechnology | sc-528 |
| Cyclin D1 | Cell Signaling TECHNOLOGY | 2922 |
| CDK4 | Merck Millipore | MAB8879 |
| CDK6 | Sigma-Aldrich | SAB4300596 |
| MDM2 | Santa Cruz Biotechnology | sc-965 |
| PhosphoRb | Cell Signqling TECHNOLOGY | #8516 |

## Slide 4
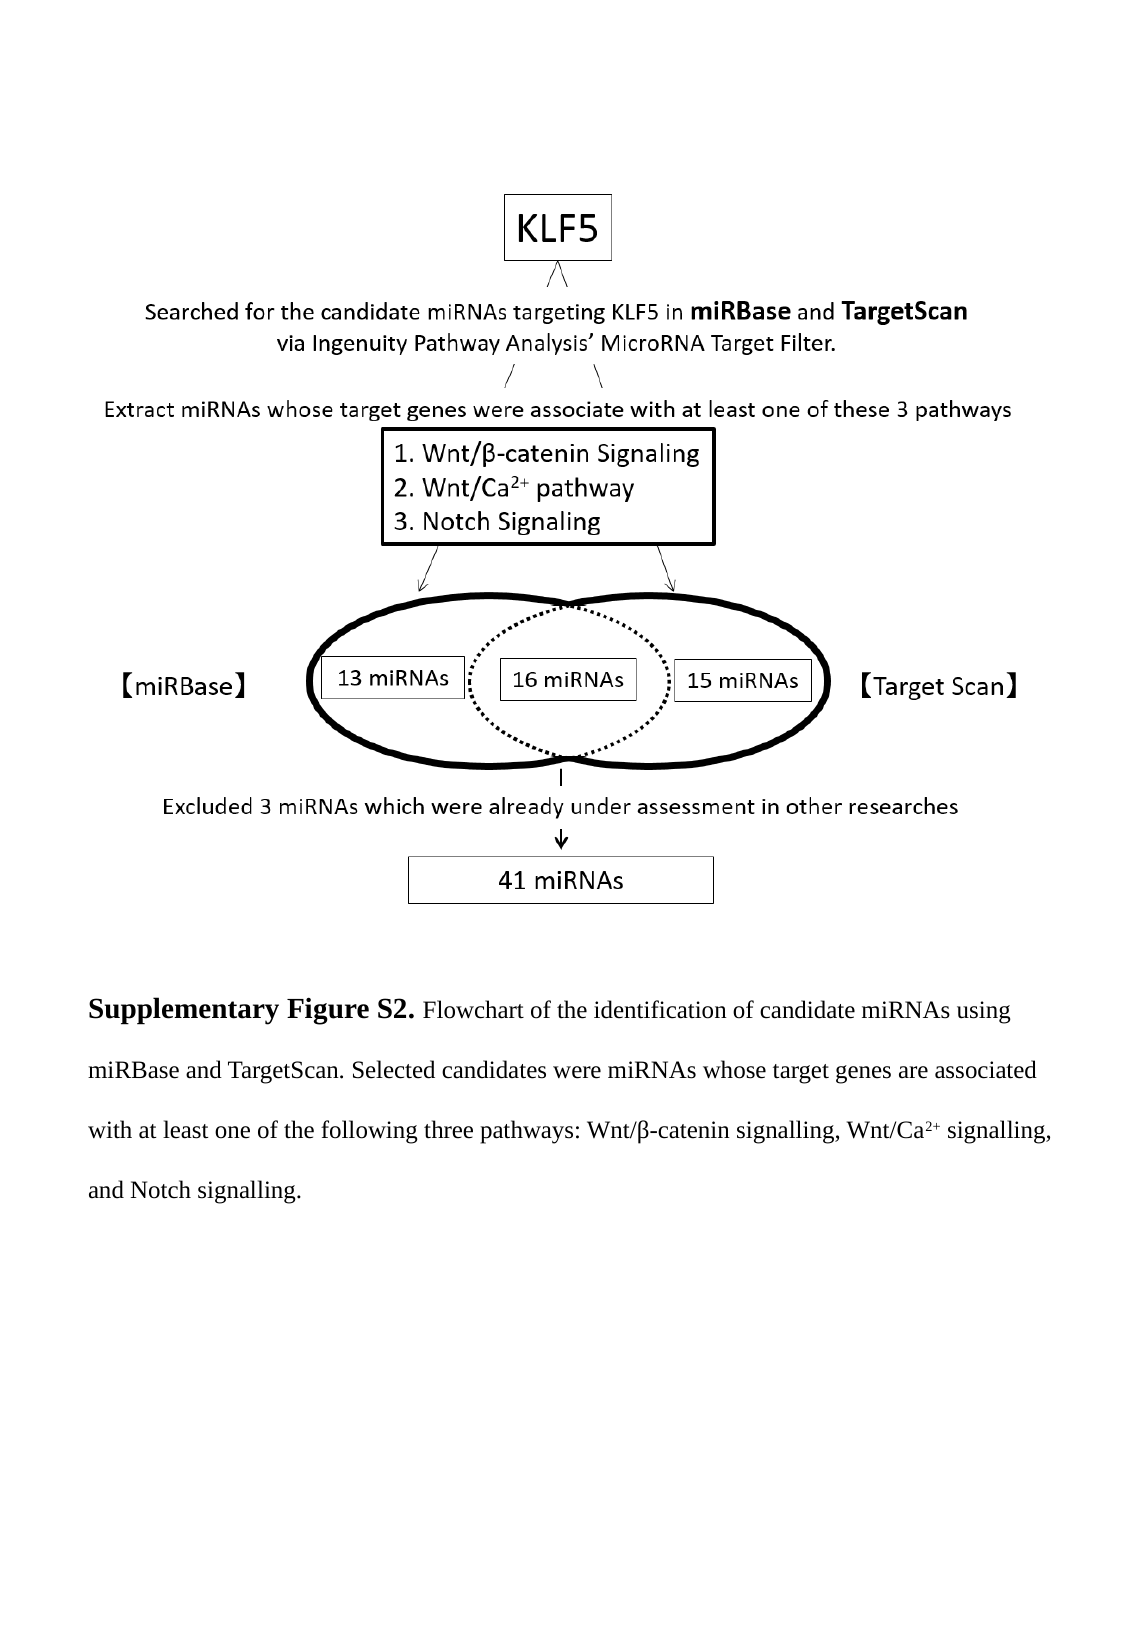

Supplementary Figure S2. Flowchart of the identification of candidate miRNAs using miRBase and TargetScan. Selected candidates were miRNAs whose target genes are associated with at least one of the following three pathways: Wnt/β-catenin signalling, Wnt/Ca2+ signalling, and Notch signalling.

## Slide 5
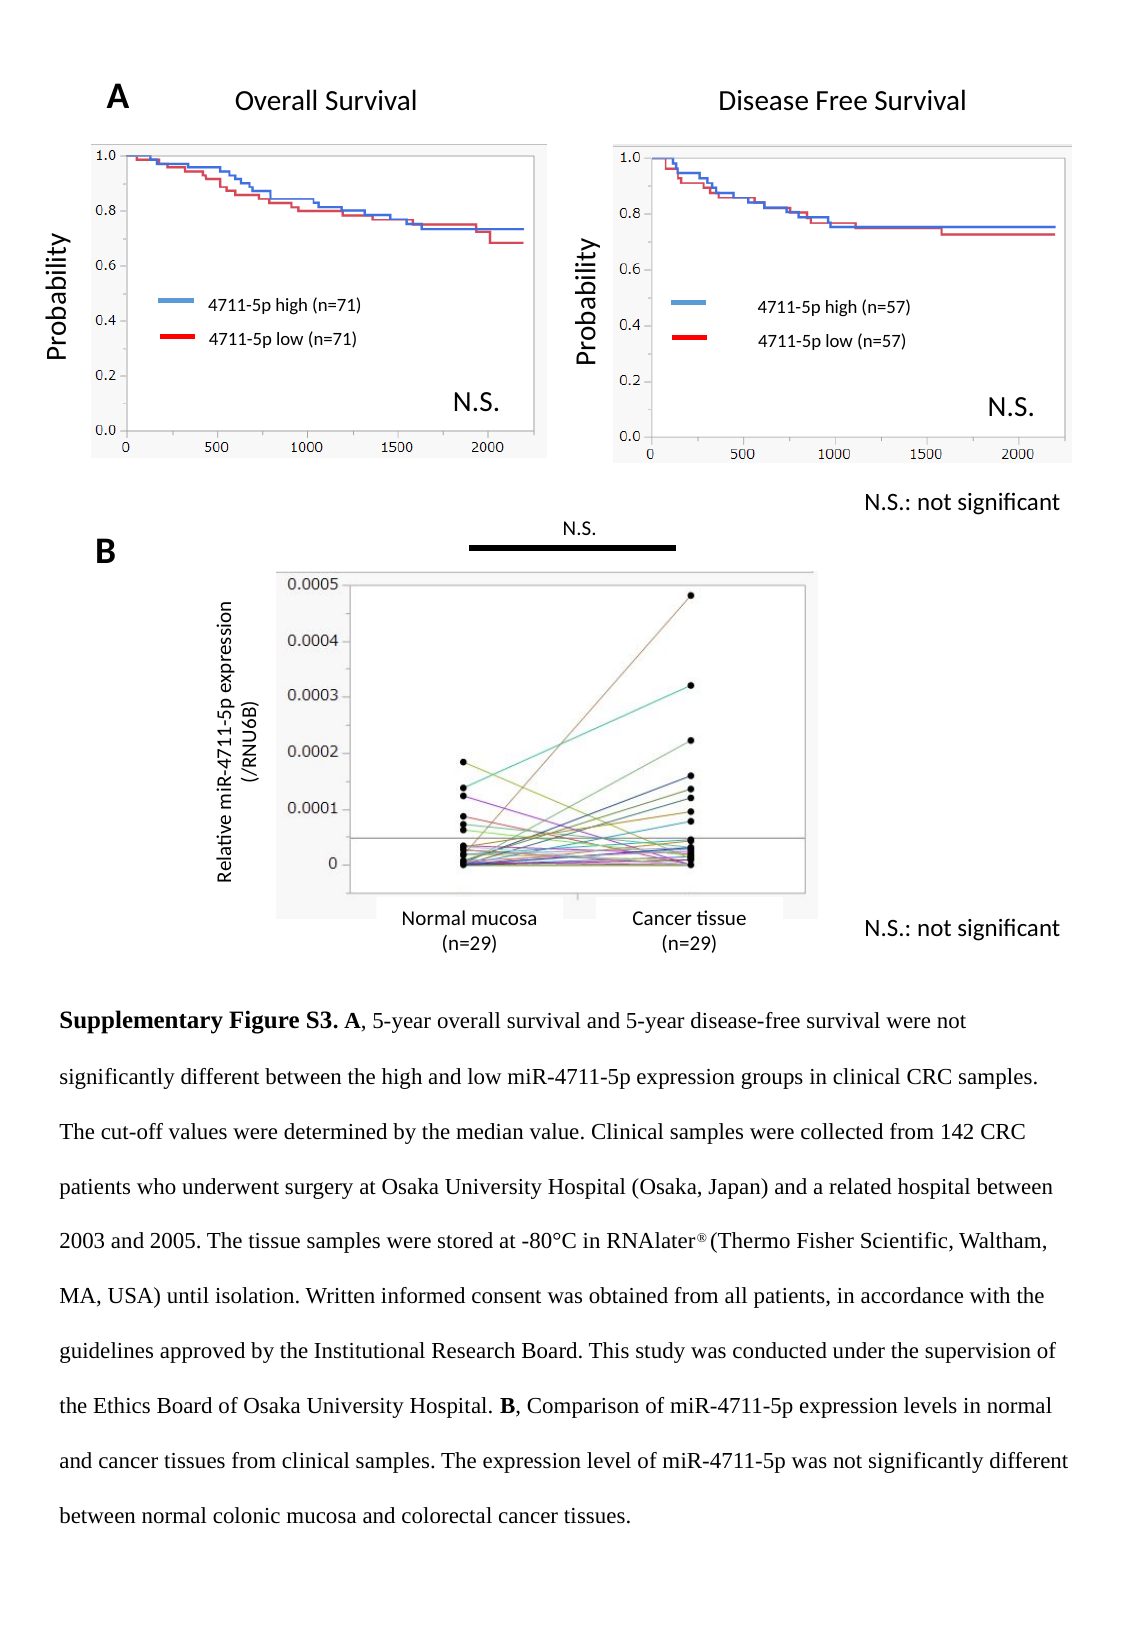

A
Overall Survival
Disease Free Survival
Probability
Probability
4711-5p high (n=71)
4711-5p high (n=57)
4711-5p low (n=71)
4711-5p low (n=57)
 N.S.
 N.S.
 N.S.: not significant
N.S.
B
Relative miR-4711-5p expression
(/RNU6B)
Normal mucosa (n=29)
Cancer tissue (n=29)
 N.S.: not significant
Supplementary Figure S3. A, 5-year overall survival and 5-year disease-free survival were not significantly different between the high and low miR-4711-5p expression groups in clinical CRC samples. The cut-off values were determined by the median value. Clinical samples were collected from 142 CRC patients who underwent surgery at Osaka University Hospital (Osaka, Japan) and a related hospital between 2003 and 2005. The tissue samples were stored at -80°C in RNAlater® (Thermo Fisher Scientific, Waltham, MA, USA) until isolation. Written informed consent was obtained from all patients, in accordance with the guidelines approved by the Institutional Research Board. This study was conducted under the supervision of the Ethics Board of Osaka University Hospital. B, Comparison of miR-4711-5p expression levels in normal and cancer tissues from clinical samples. The expression level of miR-4711-5p was not significantly different between normal colonic mucosa and colorectal cancer tissues.

## Slide 6
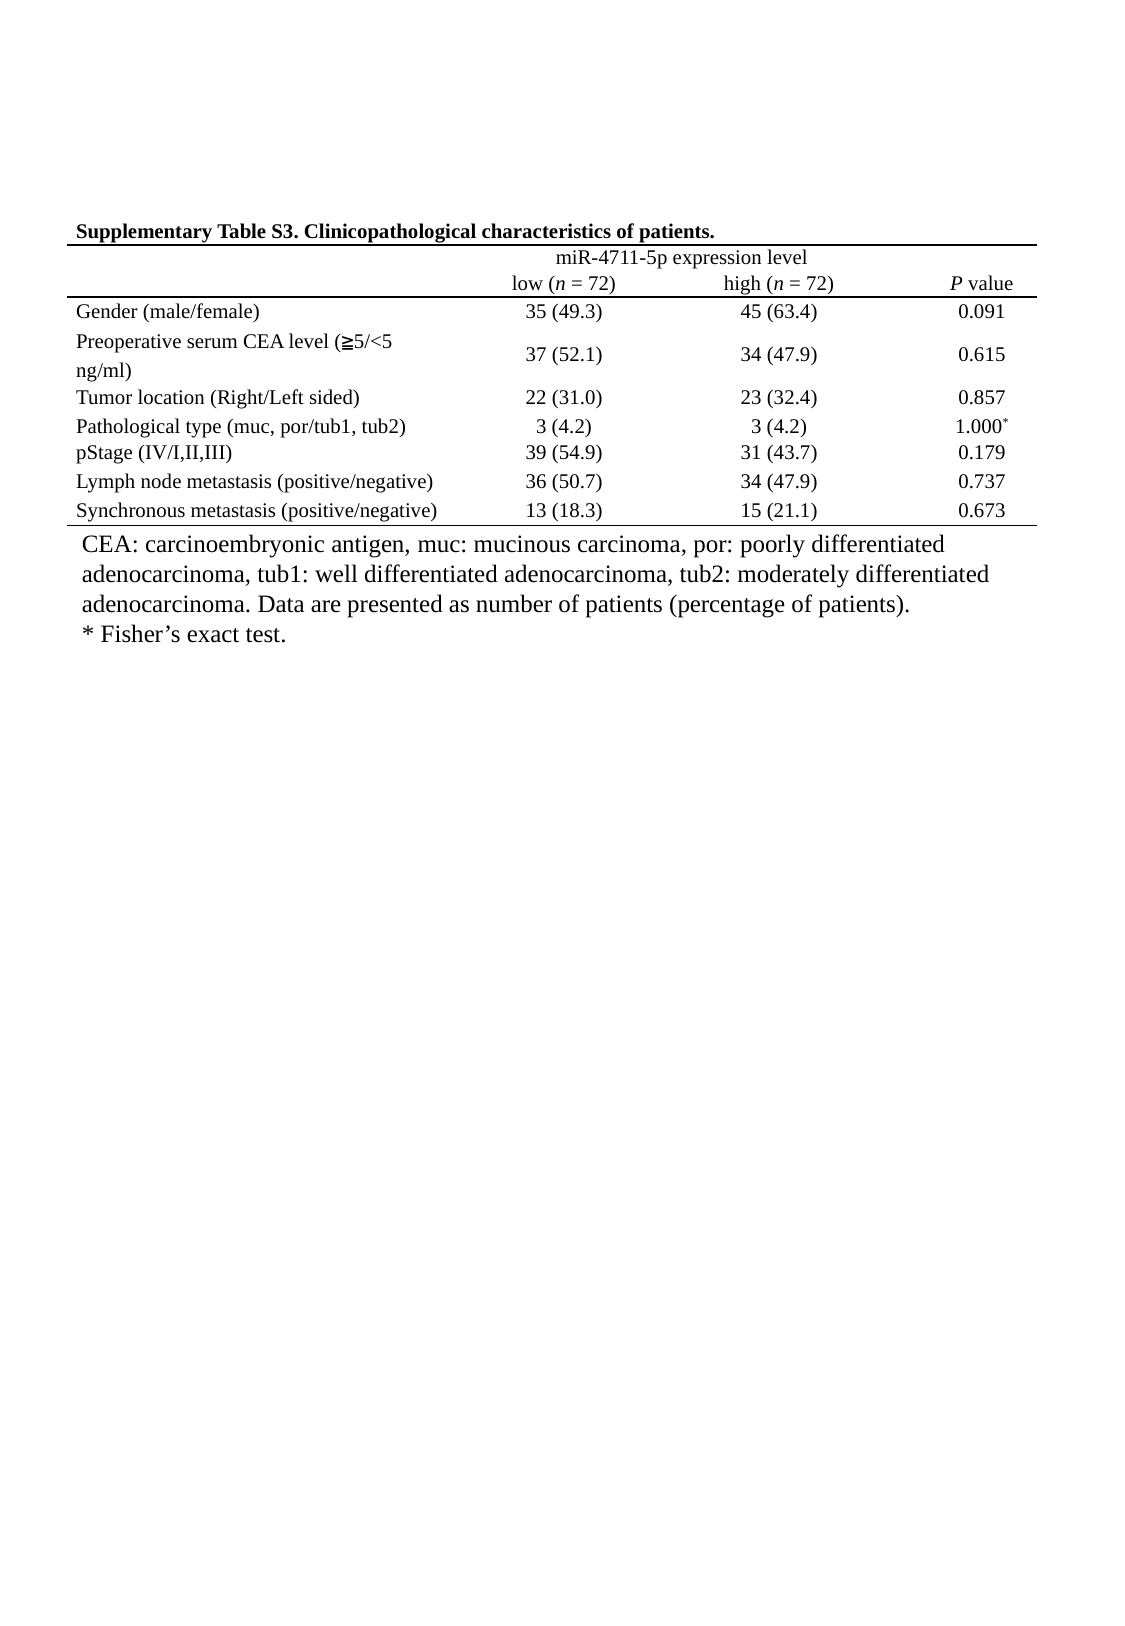

| Supplementary Table S3. Clinicopathological characteristics of patients. | | | | | |
| --- | --- | --- | --- | --- | --- |
| | | | miR-4711-5p expression level | | |
| | | | low (n = 72) | high (n = 72) | P value |
| Gender (male/female) | | | 35 (49.3) | 45 (63.4) | 0.091 |
| Preoperative serum CEA level (≧5/<5 ng/ml) | | | 37 (52.1) | 34 (47.9) | 0.615 |
| Tumor location (Right/Left sided) | | | 22 (31.0) | 23 (32.4) | 0.857 |
| Pathological type (muc, por/tub1, tub2) | | | 3 (4.2) | 3 (4.2) | 1.000\* |
| pStage (IV/I,II,III) | | | 39 (54.9) | 31 (43.7) | 0.179 |
| Lymph node metastasis (positive/negative) | | | 36 (50.7) | 34 (47.9) | 0.737 |
| Synchronous metastasis (positive/negative) | | | 13 (18.3) | 15 (21.1) | 0.673 |
CEA: carcinoembryonic antigen, muc: mucinous carcinoma, por: poorly differentiated adenocarcinoma, tub1: well differentiated adenocarcinoma, tub2: moderately differentiated adenocarcinoma. Data are presented as number of patients (percentage of patients).
* Fisher’s exact test.

## Slide 7
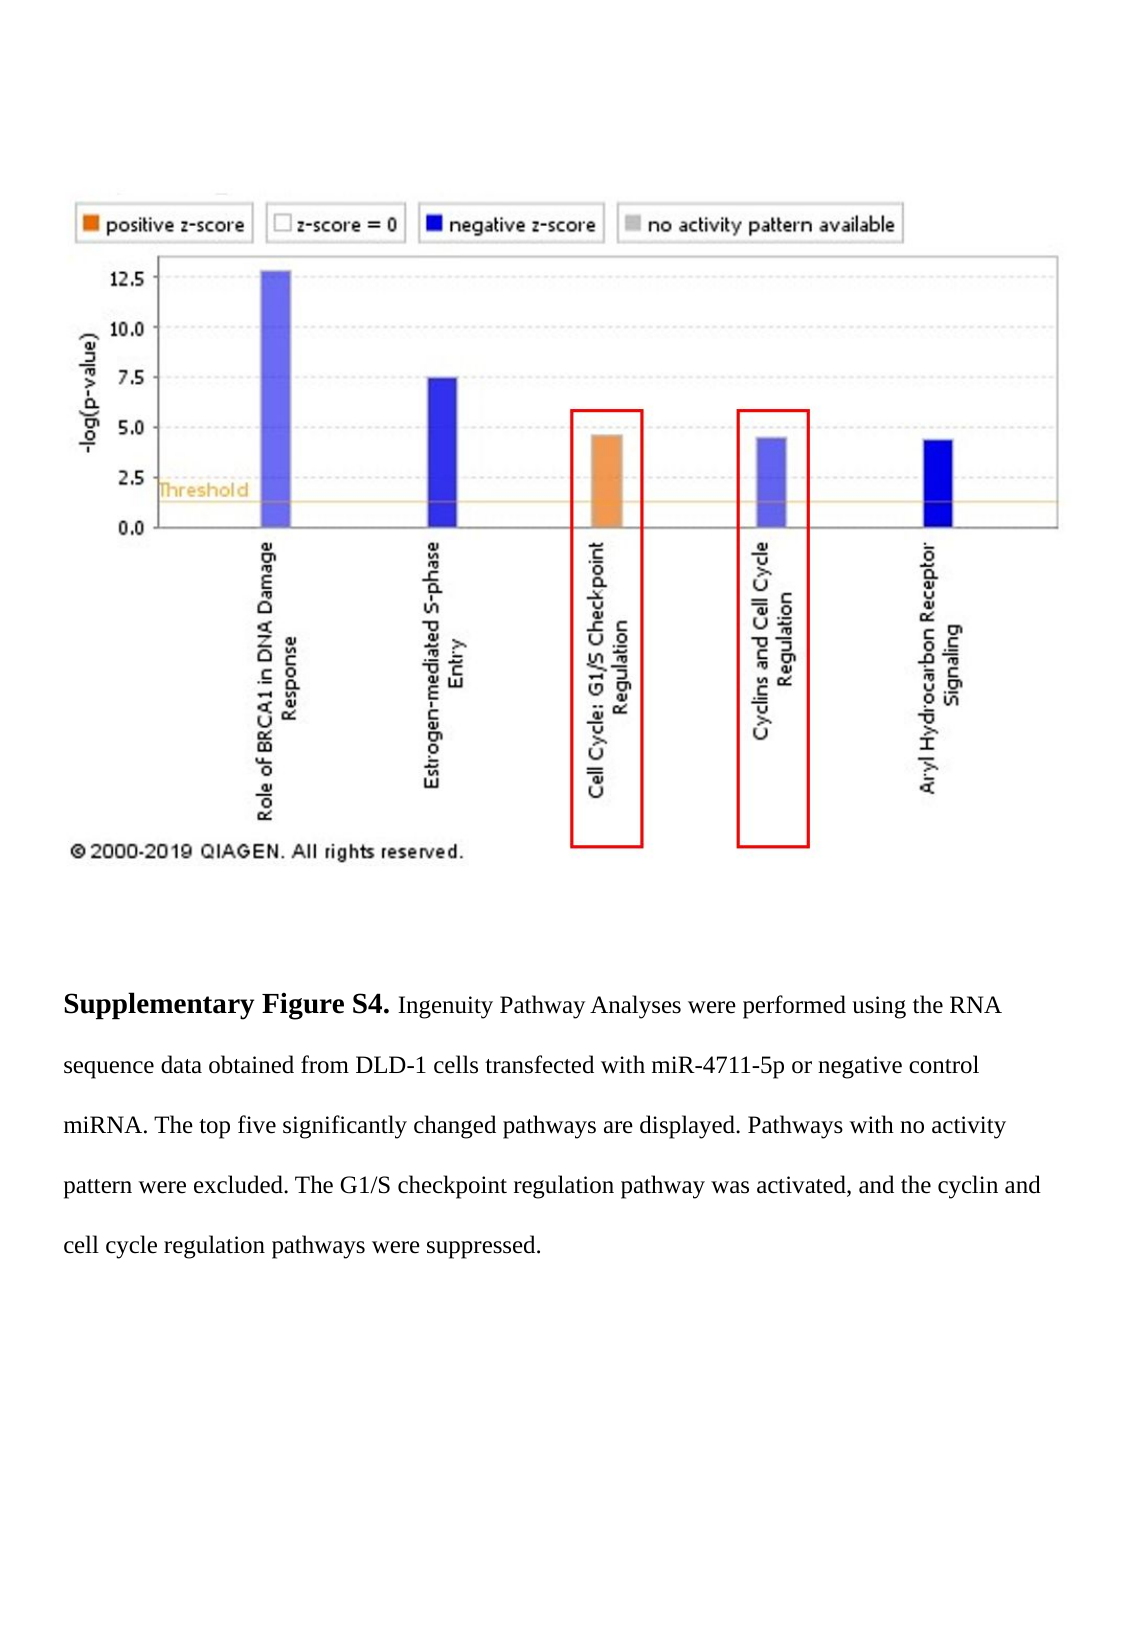

Supplementary Figure S4. Ingenuity Pathway Analyses were performed using the RNA sequence data obtained from DLD-1 cells transfected with miR-4711-5p or negative control miRNA. The top five significantly changed pathways are displayed. Pathways with no activity pattern were excluded. The G1/S checkpoint regulation pathway was activated, and the cyclin and cell cycle regulation pathways were suppressed.

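Genes of the G1/S checkpoint that the paper names were examined in the DLD-1 libraries behind the pathway analysis. The FPKM of E2F1 was 17.0 in the control and 5.89 after miR-4711-5p (log2 ratio -1.51). CDK4 had an FPKM of 175.5 and 85.2 (log2 ratio -1.04), which was -0.845 when each library was divided by the sum of its FPKM. CCNE1, which encodes cyclin E, had an FPKM of 19.6 and 9.76, 0.501 times the control on the scale of FPKM + 0.1. CCND1, which encodes cyclin D1, had a log2 ratio of -0.85, CDK2 of -0.79 and RB1 of -0.36. CDK6 had an FPKM of 9.77 and 12.1 (log2 ratio 0.31). The CDK inhibitor genes CDKN1A and CDKN1B had log2 ratios of 0.06 and 0.16.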

## Slide 8
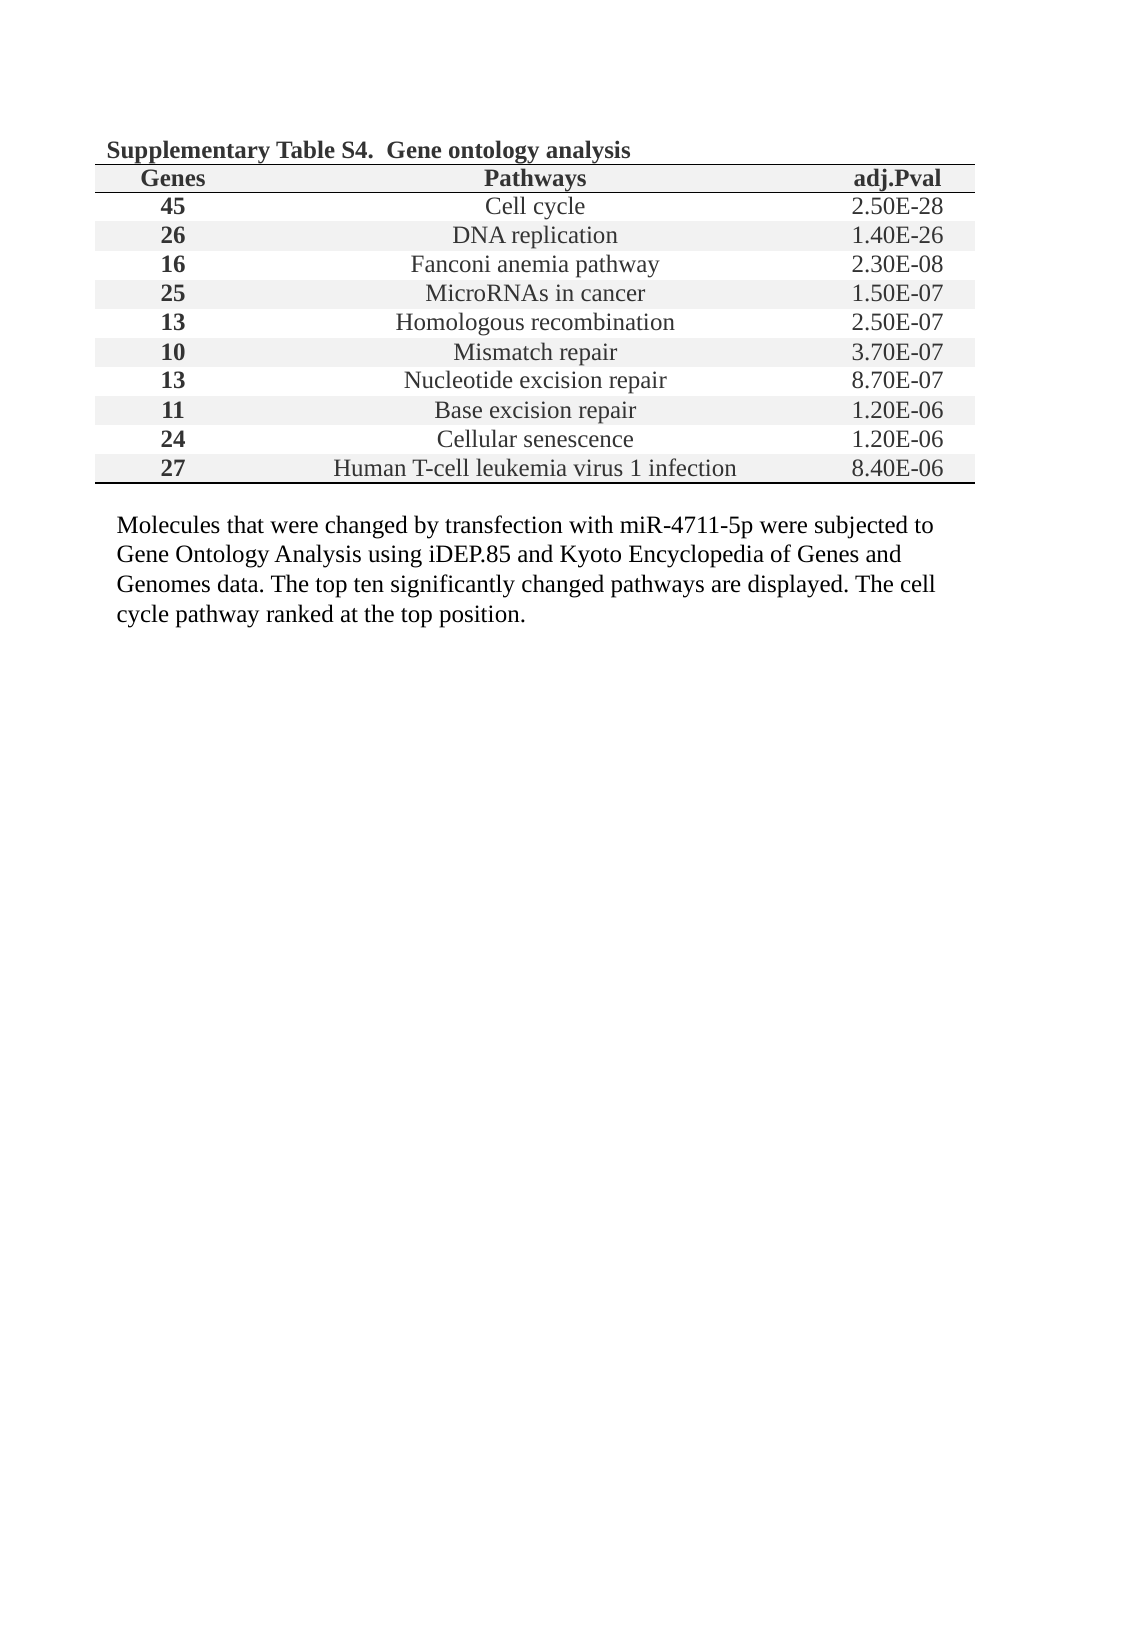

| Supplementary Table S4. Gene ontology analysis | | |
| --- | --- | --- |
| Genes | Pathways | adj.Pval |
| 45 | Cell cycle | 2.50E-28 |
| 26 | DNA replication | 1.40E-26 |
| 16 | Fanconi anemia pathway | 2.30E-08 |
| 25 | MicroRNAs in cancer | 1.50E-07 |
| 13 | Homologous recombination | 2.50E-07 |
| 10 | Mismatch repair | 3.70E-07 |
| 13 | Nucleotide excision repair | 8.70E-07 |
| 11 | Base excision repair | 1.20E-06 |
| 24 | Cellular senescence | 1.20E-06 |
| 27 | Human T-cell leukemia virus 1 infection | 8.40E-06 |
Molecules that were changed by transfection with miR-4711-5p were subjected to Gene Ontology Analysis using iDEP.85 and Kyoto Encyclopedia of Genes and Genomes data. The top ten significantly changed pathways are displayed. The cell cycle pathway ranked at the top position.

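The same hand-written lists were used to count genes past 2-fold in DLD-1 cells, in either direction. The cell cycle list had 15, against at most 16 in 10000 random lists, and the DNA replication list had 8, against at most 8. Of 22 mismatch repair genes, 4 were past 2-fold, of 39 homologous recombination genes 7, and of 33 base excision repair genes 5. Each gene counted in the 5 lists was lower after miR-4711-5p. The medians of the 3 repair lists were -0.73, -0.42 and -0.38 in that order, and at most 1 of 10000 random lists had a median as low as any of them. With a 1.5-fold threshold, the counts were 49 cell cycle, 29 DNA replication, 14 mismatch repair, 18 homologous recombination and 13 base excision repair genes, of which 2 cell cycle genes and 1 in each other list were higher. With each library divided by the sum of its FPKM, they were 8, 1, 1, 4 and 2 in the same order.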

## Slide 9
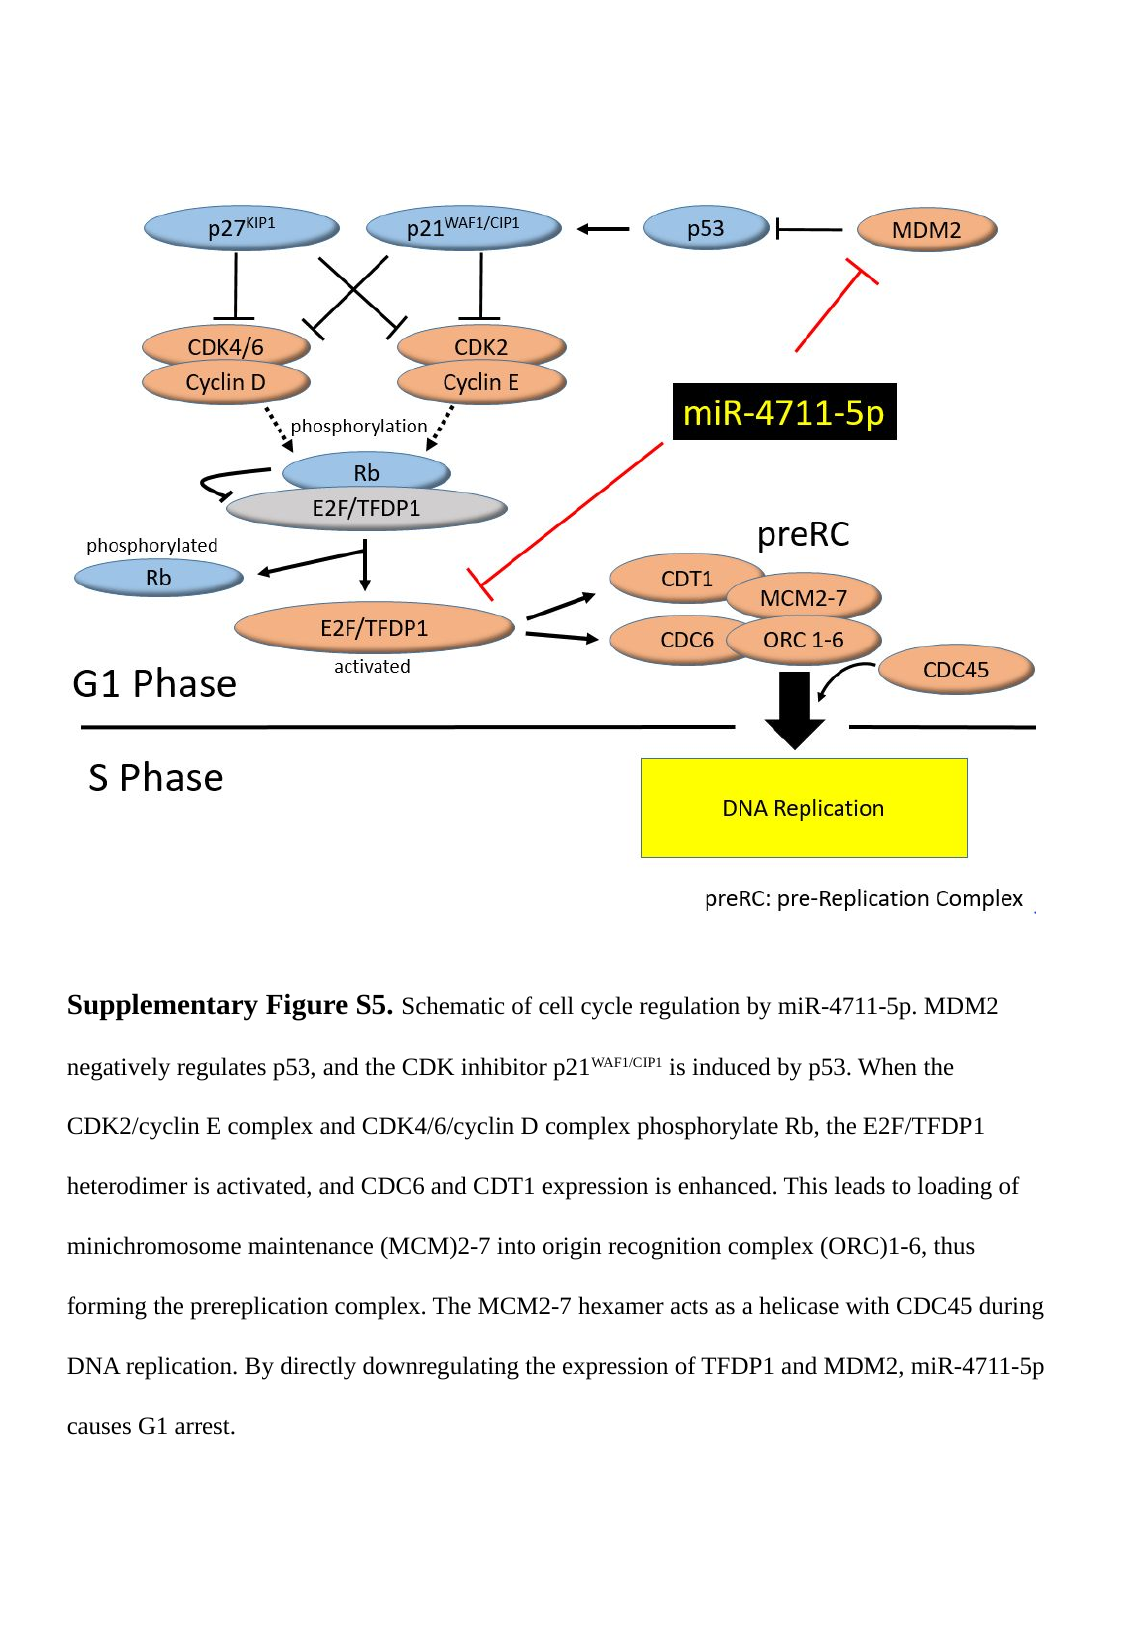

Supplementary Figure S5. Schematic of cell cycle regulation by miR-4711-5p. MDM2 negatively regulates p53, and the CDK inhibitor p21WAF1/CIP1 is induced by p53. When the CDK2/cyclin E complex and CDK4/6/cyclin D complex phosphorylate Rb, the E2F/TFDP1 heterodimer is activated, and CDC6 and CDT1 expression is enhanced. This leads to loading of minichromosome maintenance (MCM)2-7 into origin recognition complex (ORC)1-6, thus forming the prereplication complex. The MCM2-7 hexamer acts as a helicase with CDC45 during DNA replication. By directly downregulating the expression of TFDP1 and MDM2, miR-4711-5p causes G1 arrest.

## Slide 10
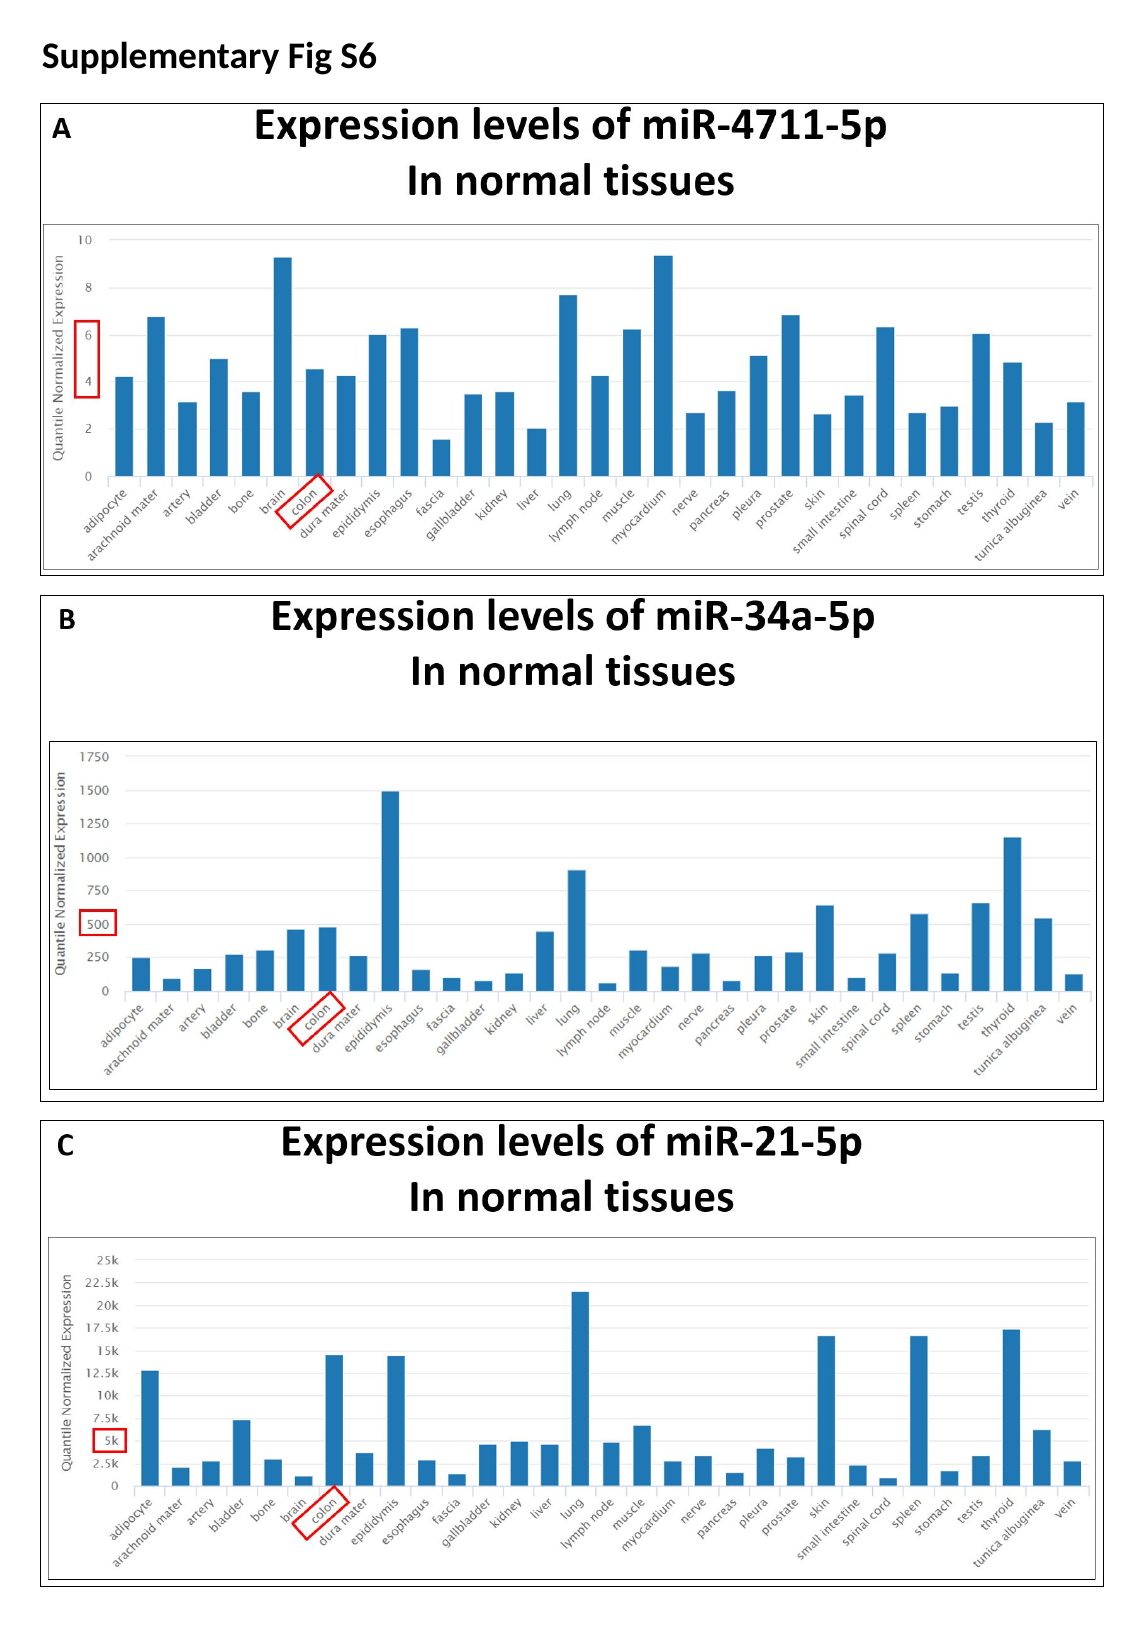

Supplementary Fig S6

## Slide 11
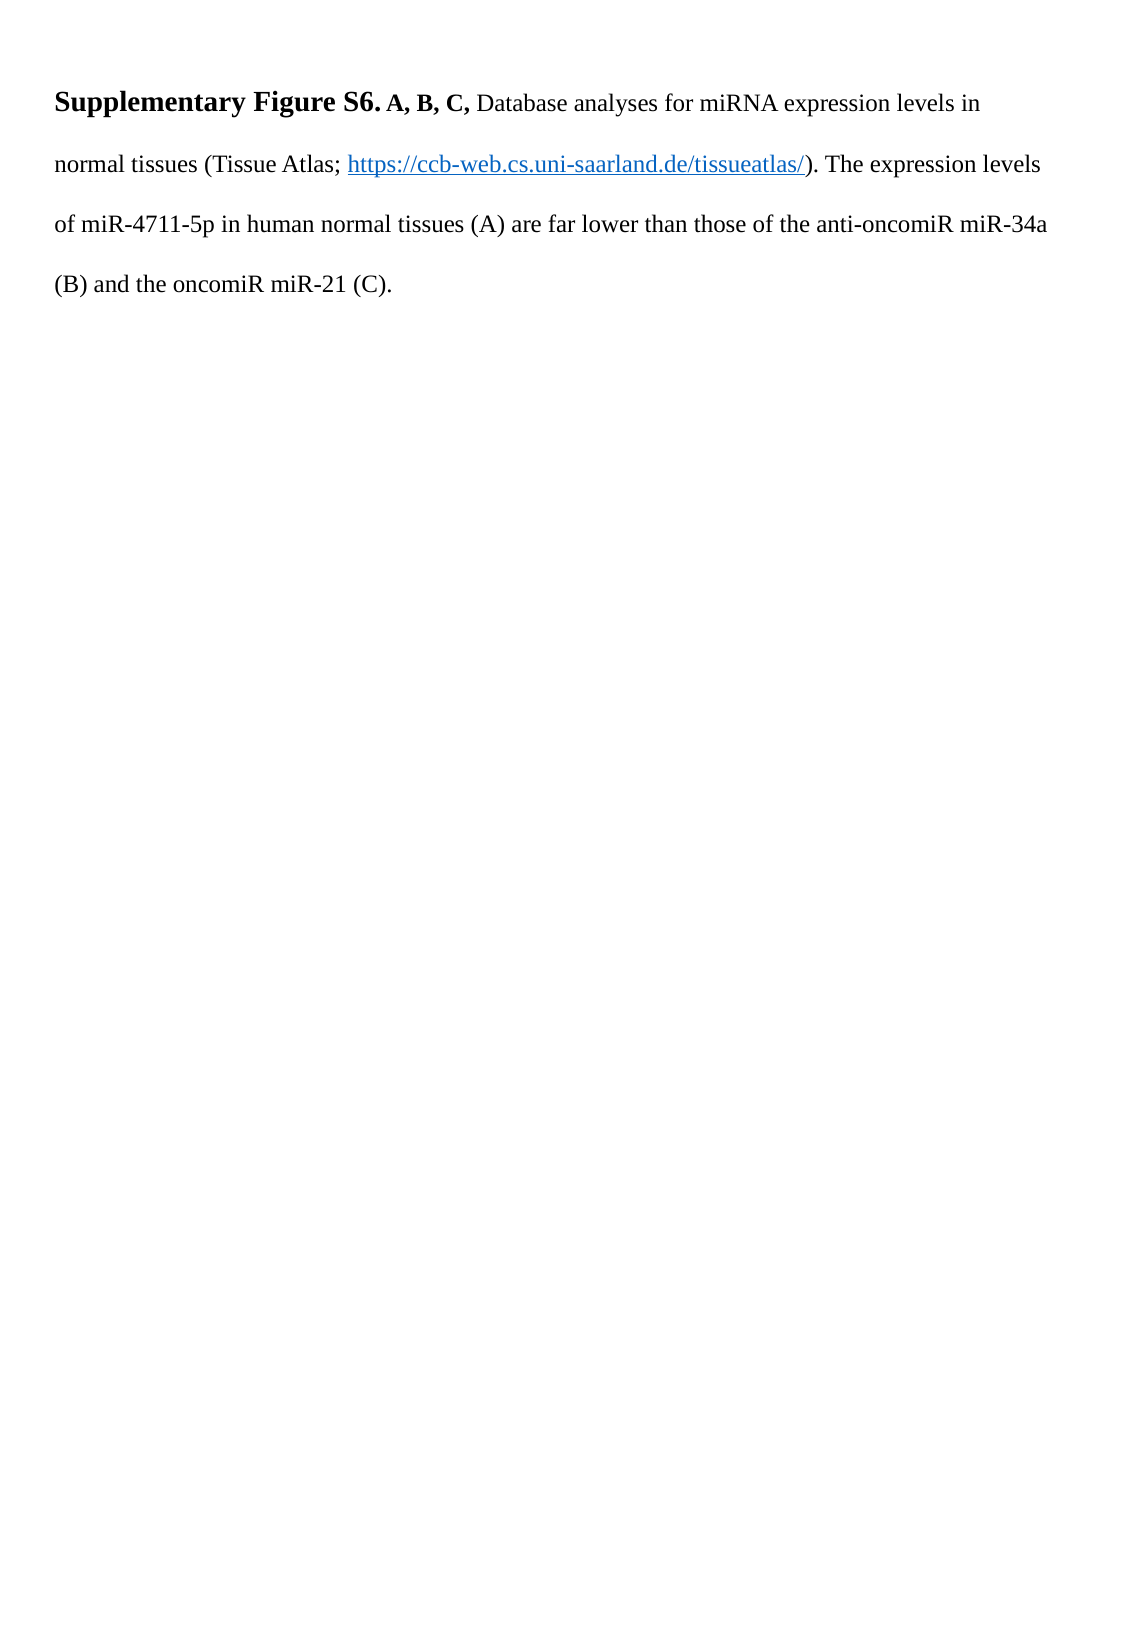

Supplementary Figure S6. A, B, C, Database analyses for miRNA expression levels in normal tissues (Tissue Atlas; https://ccb-web.cs.uni-saarland.de/tissueatlas/). The expression levels of miR-4711-5p in human normal tissues (A) are far lower than those of the anti-oncomiR miR-34a (B) and the oncomiR miR-21 (C).

How the deposited data were processed for this re-analysis (not part of the article)

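The data are 4 mRNA sequencing libraries, 1 for each of DLD-1 and HCT116 cells transfected with miR-4711-5p or the miR-negative control. The authors mapped single-end reads of 75 bases to hg19 with TopHat and computed the deposited FPKM per gene symbol with Cuffnorm. The deposited values include whatever scaling between libraries Cuffnorm applied, which the paper's text does not name, and the annotation used is not named there either. No read totals come with FPKM, so only the relative depth within a line was estimated, from the ratio at which genes with FPKM under 0.3 pile up. A gene at 0 may have no reads or a failed estimate and is described only as listed at 0.

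Each of the 23284 symbols occurs once, so nothing was summed. For each line, genes with an FPKM of at least 1 in at least 1 of its libraries were kept, and the log2 ratio of FPKM + 0.1 between miR-4711-5p and the negative control was computed. A gene past 2-fold follows the rule in the paper's methods. With 1 library per condition there are no replicates, no tests between conditions and no p-values. Lists of genes were compared with 10000 random lists of the same size drawn from 10 bins of mean expression, and a median under the 5th or over the 95th percentile was taken to stand apart. Where a second property (GC content, transcript length or 3′-UTR length) was matched, 5 bins of each were crossed into 25. These ranks describe the libraries and say nothing about repeats of the experiment. The lists named after pathways were written by hand from memory after the Kyoto Encyclopedia of Genes and Genomes and are not a release of it. The interferon list was also written by hand from memory, and the S phase and G2/M lists are those of the Seurat software.

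The genes named in the text follow a rule set before the data were examined. They are the genes of the paper listed beforehand, and the 5 genes with the largest and the 5 with the smallest mean log2 ratio over both lines among genes past 2-fold in the same direction in both, with an FPKM of at least 5 in the higher library of each line. Other genes named are said to have been chosen after their values were seen. Some of these genes and 1 list are not reported here.

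3′-UTRs came from the GENCODE annotation of GRCh37 as the longest 3′-UTR of each protein-coding gene. Of the 23284 symbols, 17092 matched a protein-coding gene by symbol and 1595 through a RefSeq synonym. The alternatives set before the data were examined were other pseudocounts (1 and 0.01), no filter, an FPKM of at least 1 in both libraries or at least 5 in at least 1, dividing each library by the sum of its FPKM, centring on the median or on ACTB and GAPDH, a 1.5-fold threshold, random lists not matched, an 8-mer seed match and the shortest 3′-UTR. One alternative, the sum of FPKM without genes of small RNAs, was chosen after seeing the data. The computation was tested on simulated data with an assumed noise SD of the log2 ratio of 0.2. There, 200 of 200 genes changed by a known amount were recovered past 2-fold, and 0 unchanged genes were called among 11722 genes past the filter. Of 100 unchanged lists, 4 fell below the 5th and 5 above the 95th percentile. The noise of the real libraries was not measured, so these counts check the computation and not the rate of false calls in them. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.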

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

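The tests of the interferon list and of the gene lists in HCT116 cells were set before the data were examined. So were those of genes with a match to the miR-4711-5p seed or to the antisense strand of the mimic, and of the orders of the same bases as the seed match. The other tests in this part were chosen after the result they bear on was seen. With 1 library per condition, variation between single libraries was not measured and no difference between the lines was tested against replicates. The opposite signs of single genes and the fall of the interferon list in DLD-1 cells cannot be told apart from such variation.

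MDM2 was lower in DLD-1 and higher in HCT116 cells, a difference of 1.56, and so was KLF5, a difference of 1.61. Neither difference was tested. Another scaling between the libraries may be asked about first: the lowest log2 ratio in HCT116 cells under 3 other scalings was 0.341 for KLF5 and 0.721 for MDM2. Exchanged labels in HCT116 cells would make genes lowered by the mimic higher there, but TFDP1 had a log2 ratio of -1.078 and the genes with a seed match a median of -0.132. Among similarly expressed genes, 16.3% moved as far as KLF5 and 2.6% as far as MDM2 in HCT116 cells, but these shares include effects of the treatment and do not measure variation between libraries. Neither pattern can be told apart from such variation, which needs replicates.

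BAX, BBC3, PMAIP1, ORC2, ORC3 and GAPDH also had opposite signs in the lines, untested, with HCT116 minus DLD-1 differences of 0.50, 1.42, 0.87, -0.10, 0.23 and 0.31, and the interferon list differed by 0.49. With each library divided by the sum of its FPKM, BBC3, PMAIP1 and ORC3 turned positive in DLD-1 cells, at 0.037, 0.08 and 0.077, and GAPDH and the interferon list turned negative in HCT116 cells, at -0.016 and -0.006. That scaling shifts each gene of a library nearly alike, so it changes the sign of values near 0. It moves the differences between the lines by about the same amount. BAX and ORC2 had opposite signs under it as well. No biological explanation was tested for these 6 genes.

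The interferon list had a median of -0.41 over 30 genes in DLD-1 cells, outside the lists the paper reports. A response to double-stranded RNA that was stronger with miR-4711-5p than with the control would raise it; 10000 of 10000 random lists had a median as high in DLD-1 cells and 1661 in HCT116 cells. The negative control was double-stranded as well, so a response shared by both would cancel in the ratio and cannot be told from these values. The fall in DLD-1 cells may depend on genes of low expression: with an FPKM of at least 5 in at least 1 library it was -0.182, and 605 of 10000 lists were as low. With lists matched on GC content, 2 of 10000 were as low, and on transcript length, 0.

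In HCT116 cells, for which the paper reports no pathway analysis, the medians of the cell cycle (-0.17), DNA replication (-0.49), mismatch repair (-0.40), homologous recombination (-0.27), base excision repair (-0.29), S phase (-0.49), G2/M (-0.60) and E2F-TFDP1 downstream (-0.58) lists each lay below the 5th percentile of random lists. Some of these lists share genes, so they are not separate results. In DLD-1 cells, GC content and transcript length may be asked about for the S phase and DNA replication lists. With lists matched on either property, 0 of 10000 were as low for either list. Direct pairing with the seed was tested by leaving out genes with a match: the 33 S phase and 31 DNA replication genes without one had medians of -0.99 and -0.86, and 0 of 10000 random lists were as low.

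Genes with a 3′-UTR match to the miR-4711-5p seed had a median of -0.17 (1320 genes) in DLD-1 and -0.13 (1363 genes) in HCT116 cells, and 0 of 10000 random lists matched on expression and 3′-UTR length were as low in either line. Among 585 and 586 orders of the same 7 bases, 1 order, the seed match itself, had a median as low in DLD-1 and in HCT116 cells, so base composition alone does not give the shift. These values are consistent with repression through the seed. For the antisense strand of the mimic, the genes with its match had a median of -0.05 in DLD-1 cells, with 3 of 10000 lists as low; in HCT116 cells 618 lists were as low, so that their median was not below the 5th percentile. Among 418 orders of the same bases, the match itself included, 15 had a median as low in DLD-1 and 41 in HCT116 cells. Other orders of the same bases thus reached the DLD-1 median, and the shift there was less specific to the match than that of the miR-4711-5p seed.

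Genes with a match to the seed of the negative control were higher, with medians of 0.24 (82 genes) in DLD-1 and 0.08 (90 genes) in HCT116 cells. Among the 105 orders of the same bases, 1, the match itself, had a median as high in DLD-1 and in HCT116 cells. Genes with a match to the antisense strand of the control were also higher, at 0.104 and 0.058, with 3 and 20 of 10000 random lists as high. A candidate explanation is that the negative control mimic itself lowered these mRNAs in the control libraries, so that a share of the genes higher after miR-4711-5p may be genes released from the control.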

How the results depend on the processing

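The median log2 ratios of the 8 lists of cell cycle, replication and repair genes stayed negative and below the 5th percentile of random lists in both lines under each alternative tried. The lists are not independent of each other: MCM2 to MCM7 are in the cell cycle, DNA replication and E2F-TFDP1 downstream lists. In DLD-1 cells the S phase median ranged from -1.03 to -0.83 and the cell cycle median from -0.36 to -0.15. Centring shifts each log2 ratio of a line alike, so it cannot move a list relative to random lists. Dividing by an FPKM sum shifts genes only nearly alike. For the HCT116 interferon list, 8349 random lists were as low as deposited, 8400 by FPKM sum and 8375 without genes of small RNAs. Dividing by the FPKM sum moved the median of all DLD-1 genes to 0.20, centring on ACTB and GAPDH to 0.12 and the FPKM sum without genes of small RNAs, chosen after seeing the data, to 0.11. No paired analysis was possible because each condition has 1 library. No symbol was listed more than once, so leaving out repeated symbols gave no value. For the changes below, the cause was not tested.

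With a pseudocount of 1, 221 genes were higher and 329 lower in DLD-1 cells, and 155 were higher and 78 lower in HCT116 cells. Of the genes past 2-fold in both lines, 51 moved in the same direction and 17 in opposite directions. Without a filter, 1156 were higher and 763 lower in DLD-1 and 651 and 350 in HCT116 cells. In both lines, 179 were past 2-fold in the same direction and 107 in opposite directions. The homologous recombination count in HCT116 cells was 1. With an FPKM of at least 1 in both libraries, 233 were higher and 379 lower in DLD-1 and 142 higher and 48 lower in HCT116 cells. In both lines, 32 were past 2-fold in the same direction and 8 in opposite directions. The correlation across genes between the lines was 0.477 against 0.255 (genes are not independent replicates). With an FPKM of at least 5, 185 were higher and 364 lower in DLD-1 and 155 higher and 68 lower in HCT116 cells. In both lines, 50 were past 2-fold in the same direction and 16 in opposite directions. The DLD-1 interferon median was -0.182.

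With each library divided by its FPKM sum, 803 genes were higher and 305 lower in DLD-1 cells. The genes past 2-fold in DLD-1 were 8 cell cycle, 1 DNA replication, 1 mismatch repair, 4 homologous recombination and 2 base excision repair genes. In HCT116 cells the counts were 7, 0, 0, 1 and 2 in the same order. The seed-match median was 0.028 in DLD-1 cells, and the interferon median -0.006 in HCT116 cells. The DLD-1 log2 ratios of BBC3 (0.037), PMAIP1 (0.08), ORC3 (0.077) and ORC5 (0.01) and the HCT116 log2 ratios of ACTB (-0.03) and GAPDH (-0.016) changed sign. Centred on ACTB and GAPDH, the counts past 2-fold in the same order of lists were 11, 3, 2, 5 and 3 in DLD-1 cells. In HCT116 cells they were 7, 0, 0, 1 and 2. With that centring, PMAIP1 in DLD-1 (0.001) and ACTB in HCT116 cells (-0.007) changed sign. Without genes of small RNAs in the sum, the DLD-1 counts past 2-fold were 11, 3, 2, 5 and 3 in the same order. The share of higher genes in DLD-1 cells was 50.5% as deposited, 72.5% by FPKM sum, 64.7% by ACTB and GAPDH and 63.5% without small RNAs; in HCT116 cells it was 67.4% as deposited and 56.1% by FPKM sum. The DLD-1 share was 40.2% with a pseudocount of 1, 38.1% with an FPKM of at least 1 in both libraries and 33.7% with an FPKM of at least 5.

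With a 1.5-fold threshold, 1393 genes were higher and 1374 lower in DLD-1 and 823 and 761 in HCT116 cells. In both lines, 582 were past it in the same direction and 80 in opposite directions. The counts were 49 cell cycle, 29 DNA replication, 14 mismatch repair, 18 homologous recombination and 13 base excision repair genes in DLD-1 cells and 35, 9, 2, 8 and 5 in HCT116 cells. Among the log2 ratios of named genes, 7 fell below 2-fold and 2 rose above it under at least 1 alternative, each in DLD-1 cells. LGR5 in HCT116 cells had an FPKM of 0.0254 and 0.0153, too low for a fold at this depth.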

Differences from the paper's values

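The paper's Supplementary Table S4 gives 45 cell cycle, 26 DNA replication, 10 mismatch repair, 13 homologous recombination and 11 base excision repair genes in DLD-1 cells, against 15, 8, 4, 7 and 5 here with lists written by hand. With the 1.5-fold threshold the values here were 49, 29, 14, 18 and 13, within 1.5 times the paper's. Without a filter on low values, the homologous recombination count was 9, also within 1.5 times the paper's 13. No other alternative set before the data were examined closed a gap.

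The KLF5 mRNA ratio in HCT116 cells was 1.34 here, against the paper's value of about 0.88 in Fig. 1d, read by eye, from quantitative PCR. It was 1.27 with each library divided by its FPKM sum and 1.29 centred on ACTB and GAPDH, both within 1.5 times the paper's, though still above 1; under the other pseudocounts and centred on the median it stayed more than 1.5 times the paper's value. The MCM7 mRNA ratio in DLD-1 cells was 0.502 here, against the paper's value of about 0.76 in Fig. 4f, read by eye. It was 0.576 with each library divided by its FPKM sum and 0.545 centred on ACTB and GAPDH, both within 1.5 times; under the other pseudocounts and centred on the median it stayed more than 1.5 times away. Of 23 such ratios read from the paper's figures, 21 were within 1.5 times. For small effects this limit is wide. An unchanged gene would also lie within 1.5 times of the paper's HCT116 values of about 0.83 for MCM7 and 0.81 for MCM3. The tally therefore says little about agreement for such genes.

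The paper shows KLF5 mRNA lower in HCT116 cells after miR-4711-5p, and the log2 ratio here was 0.43.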

Other observations

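In HCT116 cells, the 9 genes downstream of E2F-TFDP1 were at 0.615 to 0.744 times the control, none more than 2-fold lower (0 of 9), and each fell less than in DLD-1 cells as deposited. With each library divided by the sum of its FPKM, MCM6 fell more in HCT116 cells, to 0.598 times the control against 0.631 in DLD-1 cells. Gene by gene, the median difference of HCT116 minus DLD-1 log2 ratios was 0.58 for these genes, and 1 of 10000 random lists had one as high. The same difference was 0.48 for S phase (0 of 10000), 0.38 for interferon (0), 0.35 for mismatch repair (3), 0.29 for DNA replication (2), 0.19 for G2/M (54) and 0.17 for cell cycle genes (9). For homologous recombination and base excision repair genes it was 0.097 and 0.0952, with 1389 and 2303 lists as high, so these did not stand apart. The sizes of these differences hold for the deposited scaling: with each library divided by the sum of its FPKM, the cell cycle median was -0.153 in DLD-1 and -0.255 in HCT116 cells and the G2/M median -0.612 and -0.683, so that HCT116 cells were the lower. CDKN1A had an FPKM of 131 in the HCT116 control and 421 after miR-4711-5p, and 8.51 and 8.85 in DLD-1 cells. CDKN1B had log2 ratios of 0.16 in DLD-1 and 0.14 in HCT116 cells, and CDK6 of 0.31 and 0.39, for mRNAs whose proteins the paper measured by western blotting. BIRC5 had log2 ratios of -1.20 in DLD-1 and -0.87 in HCT116 cells, and BMI1 of -0.95 and -0.66. LGR5 had an FPKM of 27.5 and 12.9 in DLD-1 cells, a log2 ratio of -1.08 that was -0.89 with each library divided by the sum of its FPKM. CD44, whose variant CD44v9 the paper measured and which the values per gene cannot separate, had log2 ratios of 0.19 and 0.45.

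Genes with an 8mer seed match had a median log2 ratio of -0.26 in DLD-1 and -0.16 in HCT116 cells, those with a 7mer-m8 match -0.14 and -0.12, those with a 7mer-A1 match -0.12 and -0.05, and those with no match 0.03 and 0.01. In DLD-1 cells 11.5% of genes with an 8mer match were more than 2-fold lower, against 2.5% of genes with no match.

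Since the genes named by the rule were genes of small RNAs, the same ranking was made without them, after their values were seen. The genes with the smallest mean log2 ratio then included GINS2 (-3.71 in DLD-1 and -1.37 in HCT116 cells), PSMB6 (-2.99 and -1.27), GTF3A (-2.85 and -1.34), C1orf151-NBL1 (-1.63 and -2.52) and HMGB1 (-2.56 and -1.14). Those with the largest included C17orf61-PLSCR3 (6.42 and 1.32), KRTAP3-1 (3.11 and 2.61), SLC2A3 (2.19 and 1.66), and YPEL5 (1.16 and 1.82). In DLD-1 cells, C17orf61-PLSCR3 had an FPKM of 0.00645 in the control and 8.99 after miR-4711-5p, so its ratio rests on a very low control value. The separate entry C17orf61 had log2 ratios of only 0.26 in DLD-1 and 0.14 in HCT116 cells. The values rest on 1 library per condition.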
